# Single-Cell RNA Sequencing Analysis Reveals Greater Epithelial Ridge Cells Degeneration During Postnatal Development of Cochlea in Rats

**DOI:** 10.3389/fcell.2021.719491

**Published:** 2021-09-03

**Authors:** Jianyong Chen, Dekun Gao, Junmin Chen, Shule Hou, Baihui He, Yue Li, Shuna Li, Fan Zhang, Xiayu Sun, Fabio Mammano, Lianhua Sun, Jun Yang, Guiliang Zheng

**Keywords:** single-cell RNA sequencing, cochlear duct, greater epithelial ridge cell, landscape, degeneration

## Abstract

Greater epithelial ridge cells, a transient neonatal cell group in the cochlear duct, which plays a crucial role in the functional maturation of hair cell, structural development of tectorial membrane, and refinement of audio localization before hearing. Greater epithelial ridge cells are methodologically homogeneous, while whether different cell subtypes are existence in this intriguing region and the degeneration mechanism during postnatal cochlear development are poorly understood. In the present study, single-cell RNA sequencing was performed on the cochlear duct of postnatal rats at day 1 (P1) and day 7 (P7) to identify subsets of greater epithelial ridge cell and progression. Gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis were used to examine genes enriched biological processes in these clusters. We identified a total of 26 clusters at P1 and P7 rats and found that the cell number of five cell clusters decreased significantly, while four clusters had similar gene expression patterns and biological properties. The genes of these four cell populations were mainly enriched in Ribosome and P13K-Akt signal pathway. Among them, Rps16, Rpsa, Col4a2, Col6a2, Ctsk, and Jun are particularly interesting as their expression might contribute to the greater epithelial ridge cells degeneration. In conclusion, our study provides an important reference resource of greater epithelial ridge cells landscape and mechanism insights for further understanding greater epithelial ridge cells degeneration during postnatal rat cochlear development.

## Introduction

Mammalian hearing is dependent on the normal development of the cochlea, which includes the development of hair cells and supporting cells. The main cause of sensorineural hearing loss is damage to hair cells, which is difficult to reverse after hearing development has matured (Wagner and Shin, 2019). It has been found that hair cells in mice have a transient and limited ability to regenerate during hearing development, and further studies have revealed that this is related to the unique structural components of the inner ear (Henley et al., 1996; Chen et al., 2019).

The mammalian inner ear contains the vestibular sensory epithelium that perceives various accelerations and the auditory epithelia that perceive sound stimuli (Kelley, 2007). The auditory epithelium contains two main cell types: supporting cells and hair cells with greatly different anatomical and physiological characteristics (Scheffer et al., 2015). Hair cells continuously receive various stimuli from supporting cells and the outside world through unique receptors during their growth and development. These include the G-protein coupled P2Y receptors that activate phospholipase C (PLC) dependent production of inositor triphosphate (IP3) and release of intracellular ionized calcium (Ca^2 +^) from intracellular stores (Forsythe, 2007; Tritsch et al., 2007). In the developing cochlea, glutamate release from IHCs activates type I spiral neurons (SGNs) to generate action potentials, thereby mimicking in the pre-hearing cochlea the mechanical-electrical signal transduction effect triggered by acoustic waves transmitted via the external auditory canal (Tritsch and Bergles, 2010; Mammano and Bortolozzi, 2018; Ceriani et al., 2019), resulting in an increase in the frequency of spontaneous action potential release from IHCs and promoting the functional maturation of IHCs (Flores-Otero et al., 2007; Tritsch and Bergles, 2010; Dayaratne et al., 2014).

There are various types of supporting cells in the cochlea, and our group’s previous research focused on GER cells. We found direct evidence of ATP release from supporting cells, with interactions between proteins involved in the ATP synthesis, release and action pathway in the cochlea, and the intracellular ATP-containing vesicles are lysosomes (He and Yang, 2015a). In addition, we found that not only apoptosis but also autophagy of the supporting cells occurs in GER (Yang and He, 2016; Hou et al., 2020). The GER cells are a group of broad columnar support cells located medial to the hair cells in the cochlea, and is the earliest epithelial structure to appear during cochlear development (Lim and Anniko, 1985). GER cells stimulate the production of calcium waves in the supporting cells by spontaneously releasing ATP, which excites hair cells and afferent nerve fibers, triggers the development of action potentials in auditory nerve fibers, and synchronizes the transmitters released by IHCs to encode similar frequencies, playing an important role in the development of the cochlea (Mazzarda et al., 2020). GER cells are seen in numerous mammals, including human, rat, and mouse, and undergo a series of changes in cell morphology and number during embryonic and postnatal periods (Hinojosa, 1977; Lim and Anniko, 1985), such as cell cytoplasm moving away from the cytosol, cell crumpling, gradual increase in cell gaps, gradual replacement of columnar cells by cuboidal cells, etc., eventually degenerating and leading to a mature inner sulcus region on the Corti organ structure after the animal becomes sensitive to external acoustic stimuli (Kelley, 2007; Nickel and Forge, 2008; Dayaratne et al., 2014). Eventually, the GER cells disappear while cochlear development continues, leading to a fully mature auditory function.

Transcriptome sequencing has been extensively used in previous studies of the inner ear (Liu et al., 2014; Burns et al., 2015; Cai et al., 2015; Scheffer et al., 2015; Han et al., 2018; Cheng et al., 2019; Tang et al., 2019; Li et al., 2020). However, it remains to be established whether GER cells degenerate completely during development or are partially transformed into other cell types to achieve a mature auditory function. To examine the transcriptional changes that occur during the formation of the organ of Corti, Kolla et al. (2020) performed single-cell RNA sequencing of the cochlear basilar membrane at different developmental stages and clustered them according to different gene expression patterns. Kolla’s research team dissociated cochlear duct cells at four developmental time points and captured individual cells for analysis using single-cell RNAseq. They identified multiple unique cell types at each time point, including both known types, such as HCs and SCs, and previously unknown cell types, such as multiple unique cell types in Kölliker’s organ. The sampling in the Kolla’s team study was from E14 and E16 mice, whereas here we focussed our attention on rats at P1 and P7. However, the molecular mechanisms of how these cell clusters regulate GER cells development through changes in gene expression patterns at different times are not clear. Molecular signals released by GER cells during different periods may also shape hair cell maturation and auditory development by driving gene transcription, altering GER cell morphology, and changes in the number of GER cells, all of which are closely associated with hair cell maturation (Uziel, 1986; Legrand et al., 1988).

In the present work, we revealed the changes of GER cells profiles by single-cell RNA sequencing technology (Baslan et al., 2012; Shapiro et al., 2013; Huang et al., 2018). We also observed the change of the expression and regulation of key genes and signaling pathways enriched biological processes in these clusters during cochlear development. We identified four clusters with similar gene expression patterns and biological properties. Further investigations showed the genes of these four cell clusters were mainly enriched in Ribosome and P13K-Akt signal pathway. Among them, Rps16, Rpsa, Col4a2, Col6a2, Ctsk, and Jun are particularly interesting as their expression might contribute to degeneration of GER cells during normal development. Our present data provide a reference for the cellular landscape of the GER and suggests possible mechanism that lead to GER degeneration during normal postnatal development.

## Materials and Methods

### Animals

Male and/or female Sprague-Dawley (SD) rats were purchased from Shanghai SIPPR-BK Laboratory Animals Co. Ltd. All the procedures involving rats were performed following the guidelines approved by the institutional Animal Care and Use Committee of the Shanghai Jiao Tong University School of Medicine.

In this study, the first postnatal day (P1) was the birthday, and P7 means the postnatal time points after the birthday. Forty SD rats were randomly selected for each age group. The rats were sacrificed using an approved guillotine method. The cochlea tissue was extracted from the temporal bone, and the otic capsule was carefully transferred to a dish containing 0.01 M cold sodium phosphate-buffered saline (PBS, pH 7.35, GIBCO, Invitrogen Inc., Carlsbad, CA, United States). The stria vascularis, spiral ligament, and spiral ganglions, was gently separated by microdissection. The isolated cochlear duct was washed twice with potassium and magnesium-free PBS.

### Tissue Dissociation and Preparation of Single-Cell Suspensions

The cochlear duct tissues were placed in a sterile RNase-free culture dish containing an appropriate amount of calcium-free and magnesium-free 1 × PBS on ice, the tissues were transferred into the culture dish and cut it into 0.5 mm^2^ pieces, the tissues were washed with 1 × PBS, and remove as many non-purpose tissues as possible such as blood stains and fatty layers. Tissues were dissociated into single cells in dissociation solution (0.35% collagenase IV5, 2 mg/ml papain, 120 Units/ml DNase I) in 37°C water bath with shaking for 20 min at 100 rpm. Digestion was terminated with 1 × PBS containing 10% fetal bovine serum (FBS, V/V, then pipetting 5–10 times with a Pasteur pipette). The resulting cell suspension was filtered by passing through a 70–30 μm stacked cell strainer and centrifuged at 300 *g* for 5 min at 4°C. The cell pellet was resuspended in 100 μl 1 × PBS (0.04% BSA) and added with 1 ml 1 × red blood cell lysis buffer (MACS 130-094-183, 10×)and incubated at room temperature or on ice for 2–10 min to lyse remaining red blood cells.

After incubation, the suspension was centrifuged at 300 *g* for 5 min at room temperature. The suspension was resuspended in 100 μl Dead Cell Removal MicroBeads (MACS 130-090-101) and remove dead cells using Miltenyi Dead Cell Removal Kit (MACS 130-090-101). Then the suspension was resuspended in 1 × PBS(0.04% BSA) and centrifuged at 300 *g* for 3 min at 4°C (repeat twice). The cell pellet was resuspended in 50 μl of 1 × PBS (0.04% BSA). The overall cell viability was confirmed by trypan blue exclusion, which needed to be above 85%, single-cell suspensions were counted using a hemocytometer/Countess II Automated Cell Counter and concentration adjusted to 700–1200 cells/μl.

### Chromium 10x Genomics Library and Sequencing

Single-cell suspensions were loaded to 10x Chromium to capture 5000 single cells according to the manufacturer’s instructions of the 10X Genomics Chromium Single-Cell 3′ kit (V3). The following cDNA amplification and library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run, 150 bp) by LC-Bio Technology Co. Ltd. (Hangzhou, China) at a minimum depth of 20,000 reads per cell.

### Bioinformatics Analysis of scRNA-Seq Data

Sequencing results were demultiplexed and converted to FASTQ format using Illumina bcl2fastq software. Sample demultiplexing, barcode processing, and single-cell 3′ gene counting by using the Cell Ranger pipeline^1^ (version 3.1.0) and scRNA-seq data were aligned to Rattus norvegicus reference genome (Source: Rattus norvegicus UCSC; version: rn6). The Cell Ranger output was loaded into Seurat (version 3.1.1) to be used for dimensional reduction, clustering, and analysis of scRNA-sequencing data. Overall, 25139 cells passed the quality control threshold: all genes expressed in less than 1 cell were removed, the number of genes expressed per cell > 500 as low and <5000 as high cut-off, and UMI counts less than 500 and the percent of mitochondrial-DNA derived gene-expression < 25%.

To visualize the data, we further reduced the dimensionality of all 25139 cells using Seurat and used t-SNE to project the cells into 2D space (Satija et al., 2015), the steps include: (1) Using the Log normalize method of the “Normalization” function of the Seurat software to calculate the expression value of genes; (2) PCA (Principal component analysis) analysis was performed using the normalized expression value, Within all the PCs, the top 10 PCs were used to do clustering and t-SNE analysis; (3) To find clusters, selecting weighted Shared Nearest Neighbor (SNN) graph-based clustering method. Marker genes for each cluster were identified with the Wilcoxon rank-sum test (default parameters is “bi-mod”: Likelihood-ratio test)with default parameters via the “Find All Markers” function in Seurat. This selects markers genes that are expressed in more than 10% of the cells in a cluster and average log_2_ (Fold Change) of greater than 0.26.

### Pathway Enrichment Analysis

Gene ontology (GO) enrichment analyses were performed with top GO package in R (Bioconductor) (Brionne et al., 2019) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis examining enriched processes in clusters was performed using Ingenuity Pathway Analysis (IPA) (Krämer et al., 2014). These two Functional enrichment analyses were used to identify which DEGs were significantly enriched in GO terms and/or metabolic pathways. GO is an international standard classification system for gene function. DEGs are mapped to the GO terms (biological functions) in the database. The number of genes in each term was calculated, and a hypergeometric test was performed to identify significantly enriched GO terms in the gene list out of the background of the reference gene list. GO terms and KEGG pathways with the adjusted *p*-value < 0.05 were considered significantly different.

### Localization of Gene Expression by Fluorescence *in situ* Hybridization (FISH)

The Paraffin-DIG (digoxigenin)-TSA (Tyramide Signal Amplification)-ISH protocol was used to verify the localization of gene expression. Cochleae were collected from SD rats of both sexes at postnatal day 1 (P1) and day 7 (P7) fixed in 4% paraformaldehyde overnight. The tissue was then dehydrated by gradient alcohol, paraffin, embedding, and sectioned on a cryostat at 10-μm thickness. Hybridization protocol was carried out based on the manufacturer’s suggestions. After RNA ISH, sections were washed in 2 × SSC for 10 min at 37°C, with 1 × SSC two times for 5 min at 37°C, and wash in 0.5 × SSC for 10 min at room temperature. Formamide washing can be added if there are more non-specific hybrids. Blocking solution (rabbit serum) was added to the section and incubate at room temperature for 30 min, and then remove the blocking solution and add anti-digoxigenin-labeled peroxidase. Sections were incubated with secondary antibodies at 37°C for 40 min, then washed with PBS four times for 5 min each. And Nuclei were counterstained with DAPI for 15 s at room temperature. All fluorescent images were obtained on a Nikon Eclipse CI upright fluorescence microscope.

### Statistical Analysis

All the statistical analyses of the cochlear cells data described in this paper were performed using Prism version 7.0 (GraphPad Software) and calculated according to the relative abundances. Experimental data are presented as the mean ± standard error of the mean. Comparisons were made by one-way analyses of variance or student’s unpaired two-tailed *t*-tests between two different stages. *P*-values < 0.05 were considered statistically significant differences between these two periods.

## Results

### scRNA-seq Identifies Multiple 26 Clusters of Cochlear Cells at P1 and P7

We performed scRNA-seq using a 10 × Genomics platform in pooled cochlear cells from 40 cochlear tissues from P1 and P7 phases. The cochlear duct cells comprise a highly diverse cellular mosaic that includes an undefined number of supporting cell (SC) types, two different types of mechanosensory hair cells (HCs), and unknown cell types in Kölliker’s organ (KO).

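Cochlear duct cells of Sprague-Dawley rats were sequenced as 1 droplet library at P1 and 1 at P7, each pooled, by the Methods, from 40 rats. With no replicate of either age, no test between the ages was run and no p-value is given. Intervals are exact at the 95% level (Poisson for counts, Clopper-Pearson for shares) and cover counting error only. For each library the authors deposited the number of UMIs (unique molecular identifiers, 1 per captured transcript) that Cell Ranger counted per gene and cell barcode, without normalization. The P1 library held 114285848 UMIs and the P7 library 101264868, over 32623 genes listed by symbol and Ensembl identifier. Cells were kept under the limits of the Methods, with more than 500 and fewer than 5000 genes, at least 500 UMIs and under 25% of UMIs on mitochondrial genes. Their counts were log-normalized and the cells of both ages were clustered together in Seurat on the top 10 principal components. The resolution was Seurat's default of 0.8, since the text names no value. Of the 2000 most variable genes, 1835 were used, and genes named by the study or listed as cell type markers were left out, so that no cluster was formed on the genes reported for it. The resulting clusters are called RC0 to RC24 to keep them apart from the paper's cluster numbers. Because the legend of Figure 2 names canonical correlation analysis, the libraries were also integrated by that method, which gave clusters called IC0 to IC20. The files used here hold no cluster label per cell, so the study's clusters 0, 3, 4 and 6 were each matched to the single cluster with the highest mean level of genes the text gives for it. These genes were Otor, Crym and Isyna1 for cluster 0, and Vcan, Edn3, Gpc3 and Col6a1 for cluster 3. For cluster 4 they were Scara3, Aldh1a2, Clu and Calb2, and for cluster 6 Ccn3, Irx3, Scg3 and Postn. The height of these genes in a best match follows from this choice. In the merged clustering the best matches were RC0, RC7, RC9 and RC3, and in the integrated clustering IC7, IC2, IC3 and IC5. RC9 held 19 P1 cells, so its P1 values rest on few cells. All clusters led by the same genes were also summed. Levels are given in CPM, the UMIs of a gene scaled to a common total over the cells of a cluster within 1 library, and log2 ratios of levels between clusters use a pseudocount of 5 CPM.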

The cochlear duct cells were isolated from the P1 and P7 cochlear duct and applied to scRNA-seq analysis (Figure 1A). The results obtained from Cell Ranger analyses were shown in Supplementary Figure 1. 

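The deposited counts covered 14068 cell barcodes at P1 and 14501 at P7, 28569 in all. The median number of UMIs per barcode was 6486.5 at P1 and 6514 at P7. A barcode sequence was shared between the libraries in 60 cases. The paper's numbers of barcodes by library, in its supplement, are 14044 at P1 and 14513 at P7.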

The estimated number of cells in the current study was 28557. Fraction reads in cells were 91.1%. Mean reads per cell were 38929 in P1 and 32218 in P7. 

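Before any filter, the median number of genes with a UMI was 2142 per barcode at P1 and 2274 at P7. Among the cells that passed the quality control it was 2164 at P1 and 2377 at P7, a ratio of P7 to P1 of 1.10. To compare the ages at 1 depth, each of these cells was thinned at random to 2000 UMIs, which left out 252 P1 cells and 711 P7 cells below that depth. The median then was 963 genes at P1 and 1020 at P7, a ratio of 1.06.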

Median genes per cell were 2151 in P1 and 2283 in P7. Total genes detected were 20866 in P1 and 20367 in P7. 

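In the deposited counts, 20754 genes had at least 1 UMI at P1 and 20285 at P7. Among the cells that passed the quality control, ribosomal protein genes took 21.8% of the UMIs at P1 and 16.2% at P7. Haemoglobin genes took 0.167% and 0.459%.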

Reads Mapped to Genome were 96.20% in P1 and 96.30% in P7 (Supplementary Data 1). 

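At P1, 627 barcodes had too few genes, 384 had too many, and 678 were over the mitochondrial limit. At P7 these numbers were 1389, 86 and 969. Every barcode reached the minimum of UMIs. The limits kept 12779 P1 cells (90.8%) and 12581 P7 cells (86.8%), 25360 in all. The kept cells held 98005495 UMIs at P1 and 93080129 at P7, with medians of 6565 and 6878 per cell. Their median mitochondrial share was 6.77% at P1 and 8.51% at P7. A limit of 10% on that share changed the number most, to 10868 P1 cells and 8721 P7 cells. Doublets were kept, since the text names no doublet filter, and Scrublet called 652 P1 cells (5.10%) and 810 P7 cells (6.44%) as doublets.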

Following the quality control of scRNA-seq data, we retained 12826 cells in P1 and 12313 cells in P7 for the downstream analysis (Supplementary Data 2). After aggregated and normalized scRNA-seq data, t-distributed stochastic neighbor embedding (t-SNE) analysis (Satija et al., 2015) using Seurat R Package was performed for cell-type identification (Butler et al., 2018). 

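The merged clustering gave 25 clusters. Across the alternatives the number moved most with the resolution, to 18 at a resolution of 0.4 and 30 at 1.2. Of the merged clusters, 15 took more than 90% of their cells from 1 library, and these held 19263 of all cells kept. Age and library coincide in these data, so a cluster found mostly at 1 age is not separated from a property of its library. After integration there were 21 clusters, of which 2 took more than 90% of their cells from 1 library, with 156 cells (0.615%).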

The results of single-cell sequencing analysis showed that a total of 26 cell clusters were identified in P1 and P7 phases. An examination of the top five genes defining each cluster was used to assign identities to each group. Figure 1B showed the cell clusters in the P1 phase, and Figure 1C showed the cell clusters in the P7 phase. Visualization of the top five most variably expressed genes between cell clusters showed distinct transcriptional programs of the 26 clusters (Figure 1D).

**FIGURE 1:**
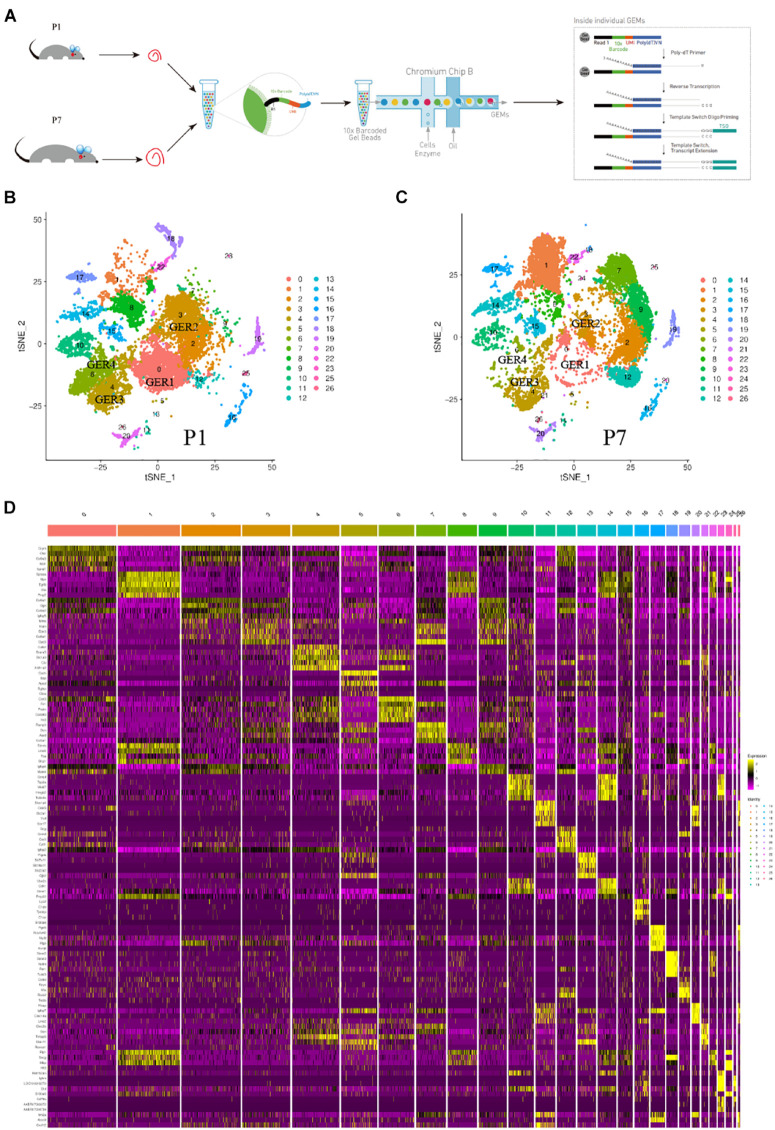
Global expression profiling of cochlear cells by scRNA-Seq and cell clusters identification. **(A)** Scheme of cochlear duct preparation, single-cell isolation, and Chromium 10x Genomics library and scRNA-seq at P1 and P7. **(B)** t-SNE plots of cochlear cells at P1. (Left) Cell colors based on the origins (donors) are shown. **(C)** t-SNE plots of cochlear cells at P7. (Right) Cell colors based on the origins (donors) are shown. **(D)** Heat map for cochlear cell clusters. The top 5 deferentially expressed (DE) genes for the 26 identified clusters are shown. Cellular identity for each cluster is indicated by a color bar at the top of the heat map. The color ranges from blue to bright yellow indicates low to high gene expression levels, respectively.

The expression patterns of enriched genes of each cluster were analyzed. Figure 2 shows the high expressed gene in each cell group. The darker the color, the richer the expression level of these genes in this cell’s cluster. Cldn5, Loc100910270, Mt3, Plvap, Epcam, Stmn2, Rgs5, Lyz2, Ube2c, Gjb6, Gcg, Slco1a4, Cenpf, Coch, Aldh1a2 genes are highly expressed on one of the clusters, while Crym, Gpc3, Ccn3, Dbi, Col9a1, Sptssa, Pmp22 genes are co-express on several clusters (Figure 2). t-SEN plots of most ten abundant genes of each cell cluster were shown in Supplementary Figures 2–28).

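The level of each gene was compared over the clusters with at least 50 cells of a library, 16 clusters at P1 and 18 at P7. Among the 15 genes named for 1 cluster, 9 at P1 and 12 at P7 had no other cluster at 50% or more of their highest level. This held for 2 (P1) and 3 (P7) of the 7 genes named for several clusters. After integration it held for 9 and 12 of the first group and 0 and 1 of the second. Lyz2 had 4000.1 CPM in RC16 at P1 and 15.3 CPM in the next cluster. Plvap had 1229 CPM in RC17 and 123 CPM in the next. Gjb6 had its highest level, 37.5 CPM at P1, in RC7, with 5 clusters at 50% or more of it. Cenpf and Ube2c each had 2 such clusters at either age, RC8 and RC11. Gcg had 30.6 CPM at most at P1, in RC0, and 2461 CPM at P7, in RC12. Pmp22, at P7, had 34040.1 CPM in RC22 and 7009 CPM in RC18, the next.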

**FIGURE 2:**
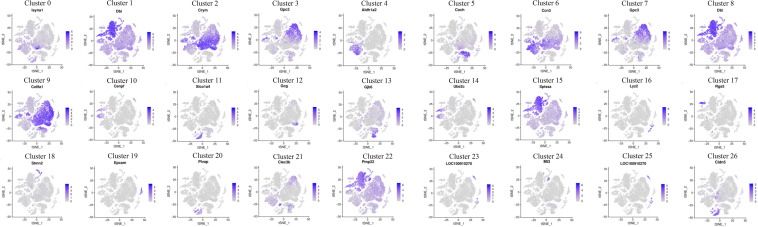
Cochlea cells landscape revealed by scRNA-seq analysis. scRNA-seq was performed on single-cell suspensions pooled from P1 and P7 cochlea duct. All samples were analyzed using canonical correlation analysis with the Seurat R package. Cells were clustered using a graph-based shared nearest-neighbor clustering approach plotted by tSNE plot. Feature Plots of the most abundant gene in each cell cluster of cochlea cells.

### scRNA-Seq Identifies Four GER Cell Clusters According to the Cells Number Dynamic Change From P1 to P7, and Gene Expression for Significant Marker Genes

Analysis of the cell numbers of each cell cluster of P1 and P7 showed that there was a significant decrease in the cell number of clusters 0, 2, 3, 4, 6, and 8, with statistically significant differences in clusters 0, 3, 6, and 8. 

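Shares are of all cells kept in a library, with their intervals in parentheses. RC0, the best match of cluster 0, held 25.6% of P1 cells (24.8 to 26.4) and 0.970% of P7 cells (0.806 to 1.16), a log2 ratio of P7 to P1 of -4.72 (-5.00 to -4.46). RC7, the best match of cluster 3, held 9.64% of P1 cells (9.13 to 10.2) and 0.238% of P7 cells (0.161 to 0.340), a log2 ratio of -5.34 (-5.91 to -4.82). RC3, the best match of cluster 6, held 17.4% of P1 cells (16.7 to 18.0) and 0.389% of P7 cells (0.288 to 0.515), a log2 ratio of -5.48 (-5.92 to -5.07). RC9, the best match of cluster 4, went the other way, with 0.149% of P1 cells (0.0895 to 0.232) and 8.04% of P7 cells (7.57 to 8.52) and a log2 ratio of 5.76 (5.11 to 6.49). For cluster 3 the mean z-score used for the match was 1.97 in RC7 and 1.91 in RC4, which went from 3 to 1784 cells. For cluster 6 it was 1.81 in RC3 and 1.78 in RC21, which went from 82 to 131 cells. The falls of these best matches thus rest on close choices, and the runners-up rose. Integration of the libraries moved the shares of clusters 0, 4 and 6 most. IC7, the integrated best match of cluster 0, held 5.52% of P1 cells and 3.59% of P7 cells, a log2 ratio of -0.62. IC5, that of cluster 6, held 9.60% of P1 cells and 4.42% of P7 cells (-1.12). The direction changed for cluster 4, whose integrated match IC3 held 10.1% of P1 cells and 5.93% of P7 cells (-0.77). It also changed for cluster 3, whose integrated match IC2 held 8.05% of P1 cells and 12.6% of P7 cells (0.64). At a resolution of 0.4 the best match of cluster 3 rose as well, from 5 P1 cells to 1828 P7 cells. The paper's shares, in Supplementary Data 2, went from 21.11% to 3.79% for cluster 0 and from 13.18% to 4.33% for cluster 3. Its cluster 4 went from 9.58% to 7.88% and its cluster 6 from 11.16% to 1.83%. Clusters 2 and 8 were not matched, since the text gives no genes found in them alone.

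**Figure D1:**
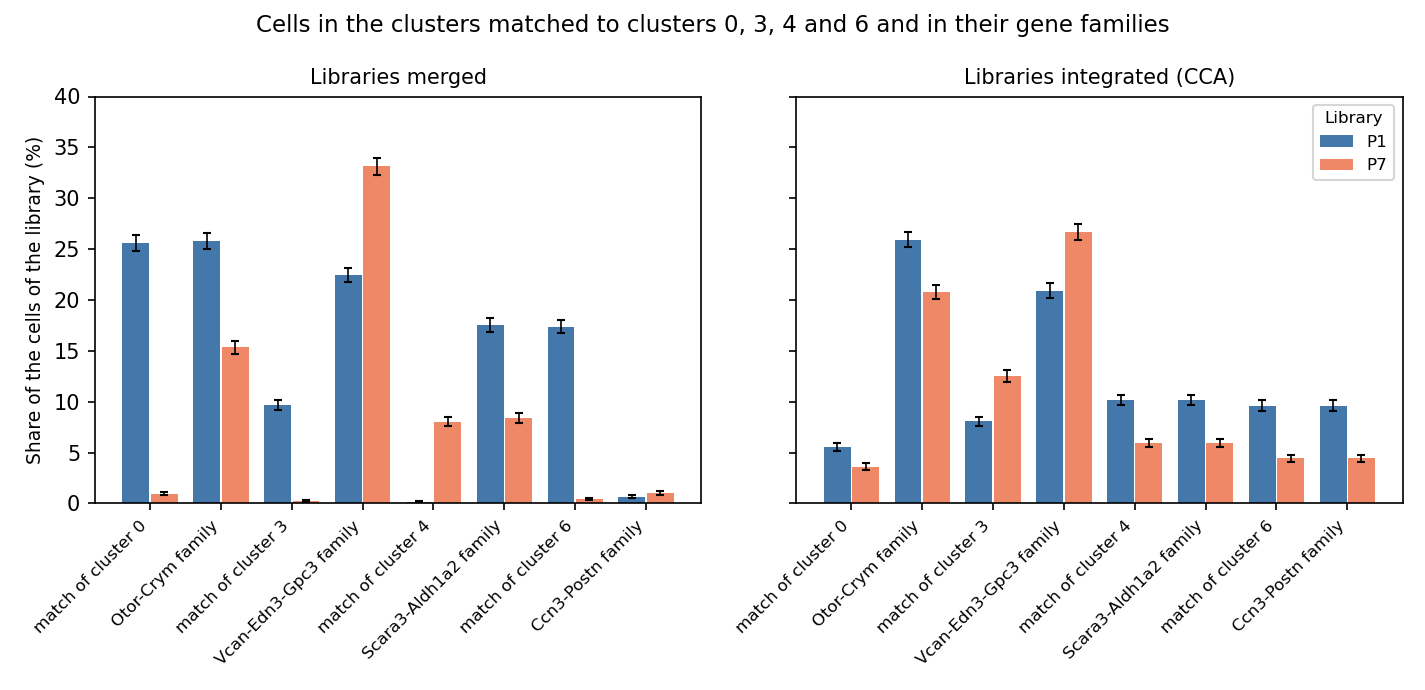
Percent of the cells kept at P1 and at P7 (vertical axis) in the best matches of clusters 0, 3, 4 and 6 and in all clusters led by the same genes, in the merged and the integrated clustering, with bars for the share and error bars for its exact 95% binomial interval (counting error only). The best match of cluster 0 fell from 25.6% to 0.970% in the merged clustering and from 5.52% to 3.59% in the integrated one.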

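In the merged clustering, several large clusters besides RC9 took nearly all of their cells from the P7 library. RC1, a glia-like cluster, held 0.477% of P1 cells and 20.0% of P7 cells, a log2 ratio of 5.39 (5.02 to 5.78). RC2 and RC4, led by Vcan, Edn3, Gpc3 and Col6a1, held 0.211% and 0.0235% of P1 cells. At P7 they held 18.5% and 14.2%. RC10 and RC12, for which the list of Otor, Crym and Isyna1 had the highest mean log2 ratio (2.52 and 2.39), held 19 and 2 P1 cells, and 7.49% and 6.88% of P7 cells. The top 10 genes of neither hold any of these 3 genes, and those of RC10 hold Ccn3 and the haemoglobin genes Hba-a2.1, Hbb and Hba-a2. Those of RC0 hold Hba-a2.1 and Hba-a2 beside Otor and Crym. The glia-like clusters together went from 14.2% to 26.4% of the cells, and after integration from 15.1% to 25.7%. The paper's shares went from 3.06% to 20.21% for cluster 1, from 0.2% to 11.13% for cluster 7, from 0.37% to 10.25% for cluster 9 and from 0.8% to 6.29% for cluster 12.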

And the cell number of clusters 1, 7, 9, and 12 increased and had statistical differences, as shown in Supplementary Data 2 and Figure 3.

**FIGURE 3:**
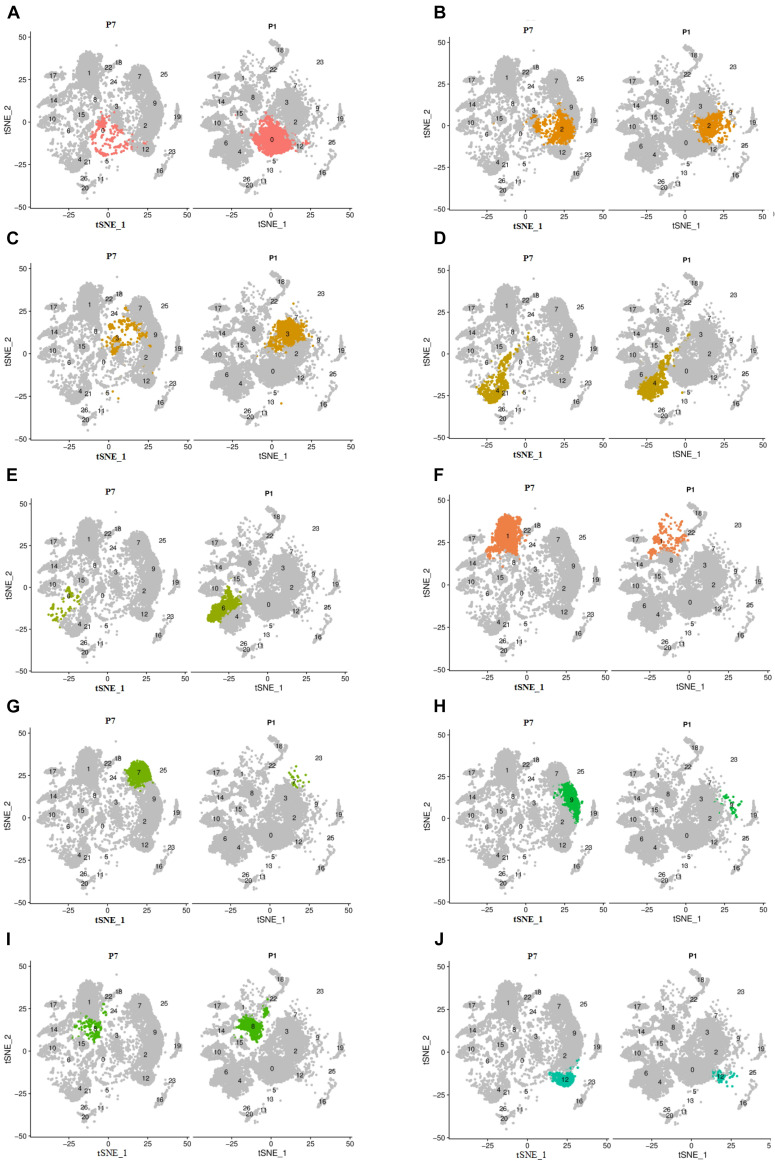
The change of cell number of the above different cell clusters in two different periods of P1 and P7. Cells were clustered using a graph-based shared nearest-neighbor clustering approach plotted by a tSNE plot. **(A,C–E,I)** The decreased clusters of 0, 3, 4, 6, and 8. **(B,F–H,J)** The significantly increased clusters of 1, 7, 9, and 12.

Great epithelial ridge cells are transient structures during cochlear development (Dayaratne et al., 2014), and a typical manifestation of this is a gradual decrease in the number of cells during auditory development. We performed genotypic analysis on these five cell clusters with significantly reduced cell numbers: clusters 0, 3, 4, 6, and 8. Figure 4 shows the top five genes with high expression in each cell cluster (Figure 4). Oto and Crym were relatively highly expressed on cluster 0 (Figure 4A), and these two genes were also highly expressed on cluster 2 and cluster 12. 

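Otor was highest in RC0 at P1, with 14611 CPM, followed by RC3 with 7665 CPM. At P7 its highest levels were 21290.4 CPM in RC12 and 19189 CPM in RC10. Crym had 6844 CPM in RC0 and 4225 CPM in RC6 at P1, and 6929.8 CPM in RC12 and 5764 CPM in RC10 at P7. RC0, RC10 and RC12, the clusters led by these genes and Isyna1, together held 25.8% of P1 cells (25.0 to 26.5) and 15.3% of P7 cells (14.7 to 16.0). The log2 ratio of P7 to P1 of this sum was -0.75 (-0.83 to -0.67). RC10 and RC12, whose top 10 genes hold none of these genes, supplied 942 and 865 of its 1929 P7 cells. They supplied 19 and 2 of its 3293 P1 cells, so the fall would be larger without either. With cells of under 10% mitochondrial UMIs the sum rose, with a log2 ratio of 0.82, while an unnamed cluster led by none of the lists held 19.8% of P1 cells and 0.619% of P7 cells. With all of the variable genes kept the sum was nearly level, at 24.3% and 23.1%. After integration the clusters led by these genes, IC0, IC7 and IC11, held 25.9% of P1 cells and 20.8% of P7 cells.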

On the t-SNE plot, cluster 12 and cluster 0 were closely linked in spatial position. 

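At P1, Vcan, Edn3 and Gpc3 were each highest in RC7, with 340.0, 214 and 975.5 CPM. RC6 came next for all 3 genes, with 309, 112 and 436 CPM. At P7 each was highest in RC4, with 411, 228 and 1832 CPM. RC2, RC4, RC6 and RC7, the clusters led by these genes and Col6a1, together held 22.4% of P1 cells (21.7 to 23.2) and 33.1% of P7 cells (32.3 to 34.0). Their log2 ratio of P7 to P1 was 0.56 (0.49 to 0.63). RC6 and RC7 supplied most of the P1 cells of this sum, and RC2 and RC4 most of the P7 cells. After integration IC2, IC4 and IC6 held 20.9% of P1 cells and 26.7% of P7 cells.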

Vcan, Edn3, and Gpc3 had similar gene expression patterns in clusters 3, 7, and 9 (Figure 4B). 

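Scara3 and Aldh1a2 were highest in RC3 at P1, with 205 and 489 CPM, and in RC9 at P7, with 298 and 626 CPM. The next cluster had 70.5 CPM of Scara3 and 87.4 CPM of Aldh1a2 at P1. At P7 it had 70.2 and 66.5 CPM. RC3 and RC9, the clusters led by these genes with Clu and Calb2, together held 17.5% of P1 cells (16.9 to 18.2) and 8.43% of P7 cells (7.95 to 8.92), a log2 ratio of P7 to P1 of -1.05 (-1.16 to -0.95). With 30 principal components the clusters led by this list rose, with a log2 ratio of 0.49. The top 10 genes of RC3 hold 2 of the genes the study gives for cluster 4 and 3 of those it gives for cluster 6, and without RC3 the sum is RC9 alone, which rose, with a log2 ratio of 5.76. RC3 was also the best match of cluster 6, so that the merged clustering did not part the P1 cells of clusters 4 and 6. Integration parted them, into IC3 and IC5.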

Scara3 and Aldh1a2 were relatively specifically highly expressed on cluster 4 (Figure 4C). More specific marker genes were present on cluster 6, including Ccn3, Irx3, Scg3, and Postn. 

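At P1, Ccn3 and Postn were highest in RC21, with 9483 and 1527 CPM, and next in RC3, with 5176 and 928 CPM. Irx3 and Scg3 were highest in RC3, with 371 and 442 CPM, and next in RC21, with 271 and 190.1 CPM. RC21, the only merged cluster led by these 4 genes, held 0.642% of P1 cells (0.511 to 0.796) and 1.04% of P7 cells (0.871 to 1.23), a log2 ratio of P7 to P1 of 0.70 (0.29 to 1.11). This rise rests on RC3 being counted with the list for cluster 4, since RC3 held 2218 P1 cells and 49 P7 cells and RC21 82 and 131. Where other settings put more P1 cells under this list, the direction changed. The log2 ratio was -2.91 at a resolution of 1.2, -6.81 with 30 principal components and -2.97 with cells of under 10% mitochondrial UMIs. Integration gave the single cluster IC5, which fell.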

Slc1a3 and Postn were similarly expressed on clusters 4 and 6 (Figure 4D). 

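Slc1a3 had 869 CPM in IC3 and 854 CPM in IC5 at P1, the integrated best matches of clusters 4 and 6, and 647 and 465 CPM at P7. Postn had 567 CPM in IC3 and 1289.5 CPM in IC5 at P1. In IC7 and IC2 at P1, Slc1a3 had 212 and 216 CPM and Postn 39.7 and 167 CPM.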

Cluster 8 lacked significant specific highly expressed genes and differed significantly from cluster 0, 3, 4, and 6 in gene expression patterns and spatial location.

**FIGURE 4:**
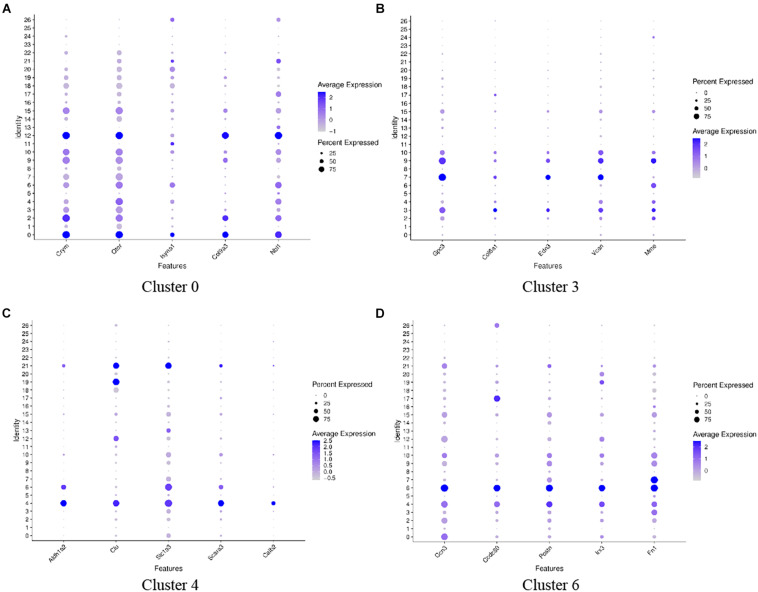
Dot plots representing expression levels of cochlea cells. scRNA-seq was performed on single-cell suspensions pooled from the cochlea duct of SD rats including P1 and P7 stages. All samples were analyzed using Dot plot analysis with the Seurat R package. Expression levels of the top five genes on cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)** are shown. Each dot was sized to represent the proportion of cells of each type expressing the marker gene and colored to represent the mean expression of each marker gene across all cells, as shown in the key.

The select genes with high expression in the decreased clusters of 0, 3, 4, 6, and 8 were further analyzed and the results are shown in Figure 5. 

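The summed levels of the best matches of clusters 0, 3, 4 and 6 were compared within each library on the log2 scale, over 7439 genes at P1 and 7671 at P7. The correlations are across genes, which are not independent replicates. In the merged clustering at P1, Pearson's r between the best matches lay between 0.900 and 0.947. Against RC5, the only glia-like cluster compared, r lay between 0.761 and 0.810, and against the epithelial-like cluster RC14 between 0.802 and 0.864. Against the pericyte-like cluster RC13 it reached 0.883. At P7, where RC7 and RC3 held 30 and 49 cells, r between the best matches lay between 0.766 and 0.923. At that age r reached 0.861 against RC13, 0.841 against RC14 and 0.815 against the macrophage-like cluster, so the merged best matches were not set apart from other cell types as at P1. For the integrated best matches it lay between 0.897 and 0.966 at P1 and between 0.891 and 0.961 at P7.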

In terms of gene expression, clusters 0, 3, 4, and 6 have similar gene expression patterns. Separately, Isyna1 was more highly expressed on cluster 0; Col6a1 and Gpc3 were more highly expressed on cluster 3; Otor and Ccn3 had similar high expression levels in cluster 0, 3, 4, and 6; Clu, Scara3, and Calb2 were significantly and specifically highly expressed on cluster 4; Slc1a3 had similar expression levels on cluster 4 and 6. In contrast to cluster 8, most of these aforementioned genes showed a lower expression on cluster 8, but the gene of Dbi was relatively highly expressed on cluster 8, suggesting that cluster 8 and the other four cell clusters are two cell types of different nature.

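In the integrated clustering, where each best match held at least 452 cells of either library, Isyna1 had 2601 CPM in IC7 at P1 and at most 215 CPM in the other 3 best matches. At P7 it had 172 CPM in IC7 and 335 CPM in IC5. Col6a1 had 212 CPM in IC2 at P1 and 64.5 CPM in IC3, and Gpc3 had 1043 and 91.1 CPM. Otor had 21129 CPM in IC7, 8591 in IC3, 6742 in IC5 and 3103 in IC2 at P1. Ccn3 had 8347 CPM in IC5, 2246 in IC3, 938 in IC7 and 216 in IC2. Clu had 775 CPM in IC3 at P1 and 128 CPM in IC7, the next of the 4. Over all merged clusters it was highest in the epithelial-like cluster RC14, with 783 CPM at P1 and 2505 CPM at P7. Calb2 had 159.9 CPM in IC3 and 33.6 CPM in IC2. Scara3 had 243 CPM in IC3 and 138 CPM in IC5.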

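Dbi was highest in a glia-like cluster at either age, with 8043 CPM in RC5 at P1 and 7774 CPM in RC1 at P7. Next came the dividing cluster RC11 with 6263 CPM at P1 and the neuron-like cluster RC18 with 6910 CPM at P7, so high Dbi was not confined to glia-like clusters. In RC0, RC7, RC9 and RC3 at P1 it had 566, 436, 363 and 297 CPM. RC5 held 11.9% of P1 cells and 1.79% of P7 cells, a log2 ratio of -2.73 (-2.94 to -2.53). RC1, the highest at P7, rose from 0.477% to 20.0%. The paper's shares of cluster 8, to which no cluster was matched, are 8.49% at P1 and 2.04% at P7.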

**FIGURE 5:**
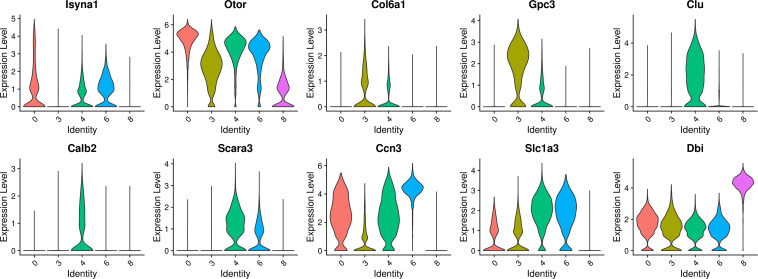
Violin plots showing select genes that are deferentially expressed in the decreased clusters of 0, 3, 4, 6, and 8. *Y*-axis, log-normalized transcript counts.

### Gene Ontology (GO) Function Analysis Showed These Four Identified GER Cell Clusters Have Similar Expression Patterns

Gene Ontology function consists of biological processes (BP), cellular components (CC), and molecular functions (MF). We analyzed the GO functions of clusters 0, 3, 4, 6 and found the following characteristics. The gene of cluster 0 is mainly enriched in Translocation (BP), Nucleus (CC), and Structural constituent of Ribosome (MF) (Figure 6A). The gene of cluster 3 is mainly enriched in Negative regulation of transcription from RNA polymerase II, Biological process, Positive regulation of transcription from RNA polymerase II, Cell differentiation and translation (BP), Extracellular exosome, Extracellular space, Cytoplasm and Nucleoplasm, Cytoplasm, and Nucleus (CC) and Protein binding (MF) (Figure 6B). The gene of cluster 4 has similar BP and CC as cluster 3 that are mainly enriched in Translation, Cytoplasm, Extracellular exosome, and Nucleus (Figure 6C). Besides, cluster 4 is similar to cluster 0 in terms of MF and is enriched in Protein binding and Structural constituents of the Ribosome. Cluster 6 is similar to cluster 2 in terms of BP, mainly enriched in Translocation, Biological process, negative regulation of transcription from RNA polymerase II (Figure 6D). Also, in the CC, cluster 6 is mainly enriched in Cytoplasm, Nucleus, and Membrane, similar to cluster 3 and cluster 4 (Figures 6B,C), while enriched in Structural constituent of Ribosome, RNA-binding, and Protein binding which is similar to cluster 0 in MF, which shows that these cell clusters have similar expression patterns.

**FIGURE 6:**
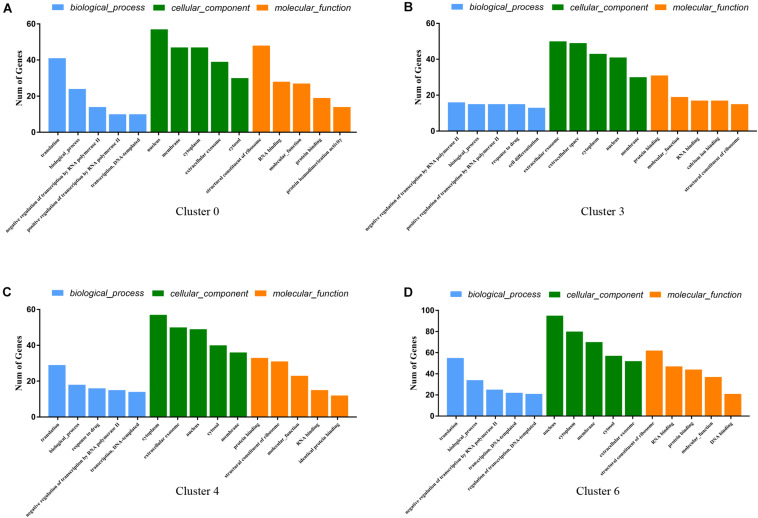
GO enrichment analysis of genes for cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)**. The Go functions include biological processes (BP, blue color), cellular components (CC, green color), and molecular functions (MF, yellow color). The horizontal coordinate-axis *X* is the item of go function, and the ordinate represents the genes enriched by different items.

### KEGG Pathway Analysis for the Identified GER Cell Clusters

The results of KEGG signaling pathway analysis for cluster 0, cluster 3, cluster 4, and cluster 6 are shown in Figure 7. 

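Ribosomal protein genes were taken as a list of 76 genes, by symbol, each with at least 10 CPM in the P1 library. For each best match, the median log2 ratio of its level to that of all other cells was found within the P1 library, and ranked among 10000 random lists of genes of like expression, as a description of this library and not a test. The enrichment of pathways with their p-values was not analysed here. The median was 0.16 in RC0, with 69 genes above the other cells, and 0.30 in RC3, with 74 above. Both medians were above those of all random lists. It was 0.038 in RC7, at percentile 95.6 of the random lists, and 0.024 in RC9, at percentile 92.9. In the integrated best matches the median was -0.061 in IC7 and 0.0084 in IC2, and 0.24 in IC3 and 0.27 in IC5. With 30 principal components, the setting that lowered it most, it was -0.31 in the best match of cluster 3.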

The results showed that genes in all clusters were predominantly enriched in Ribosome signaling pathway (Figures 7A–D). In cluster 0, 44 genes are rich in Ribosome, and the top 5 genes are Rps16, Rps18l1, Rpsa, Rps5, Rps17 (Supplementary Data 3). In cluster 3, there were 13 genes enriched in Ribosome, and the top 5 genes are Rps16, Rps8, Rpl41, Rpl28, Rps12 (Supplementary Data 4). In cluster 4, there were 31 genes enriched in Ribosome, and the top 5 genes are Rps18l1, Rps5, Rps17, Rpl10a, Rps8 (Supplementary Data 5).

**FIGURE 7:**
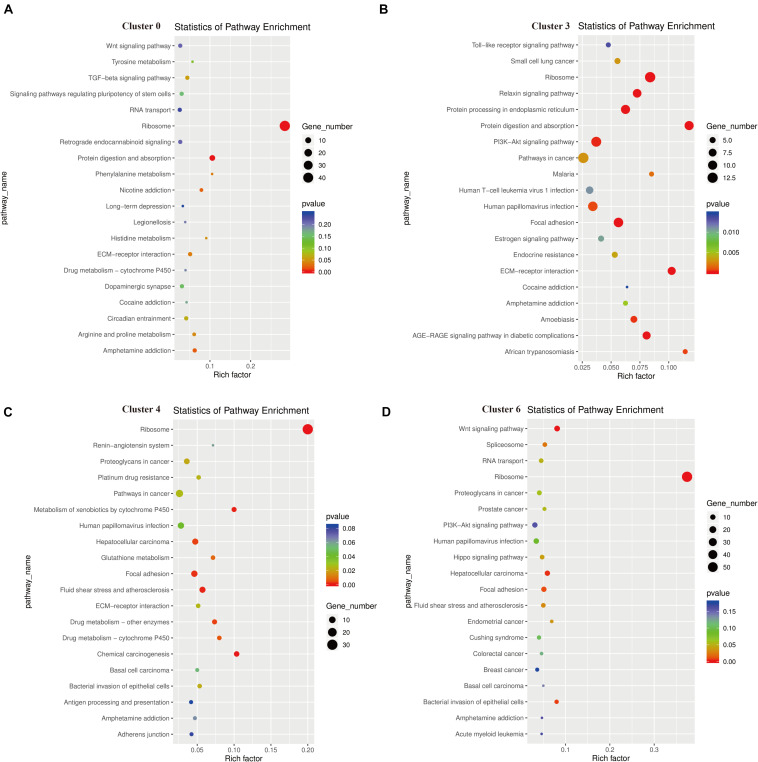
Functional enrichment analyses using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)**. The triangle size indicates the significance and corresponding significance values displayed as log10 (*P*-value).

In cluster 6, there were 58 genes enriched in Ribosome, and the top 5 genes are Rps16, Rps19, Rps18l1, Rpsa, Rpl35 (Supplementary Data 6). 

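The genes that Supplementary Data 3 to 6 list under Ribosome were chosen by the study on these libraries, so that their height is not independent evidence. Within the P1 library, the median log2 ratio to the other cells was 0.19 for the 44 genes of cluster 0 in RC0, with 43 above the other cells. It was 0.072 for the 13 genes of cluster 3 in RC7 and 0.043 for the 31 genes of cluster 4 in RC9. For the 58 genes of cluster 6 in RC3 it was 0.31, with every gene above. After integration the median was -0.049 for the list of cluster 0 in IC7, 0.048 for that of cluster 3 in IC2, 0.29 for that of cluster 4 in IC3 and 0.29 for that of cluster 6 in IC5.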

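The symbol Rp16 is not among the genes of the files, and Rps16 is taken for it, as in Supplementary Data 3. At P1, Rps16 had 5366 CPM in RC0, 5025 in RC7, 4556 in RC9 and 5013 in RC3. Its log2 ratios to the other cells were 0.27, 0.12, -0.031 and 0.13. Of the 16 P1 clusters compared, 15 had at least 50% of its highest level.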

We found that Rp16 was involved in the Ribosome signaling pathway of these three cell clusters. While in cluster 3, some genes were also clearly enriched in the P13K-Akt signal pathway, Focal adhesion, and Protein digestion and absorption. 

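A list of 12 genes that the study gives for the PI3K-Akt pathway was compared with the other cells in the same way, with Igf1 for the misprinted Gf1. The study chose these genes from cluster 3 of these libraries. Their median log2 ratio in RC7 at P1 was 1.25, with 11 genes above the other cells, and in the integrated match IC2 it was 1.22. Across the alternatives set before the data were examined, the median for cluster 3 stayed between 0.96 and 1.45. In RC0, RC9 and RC3 the median of the list was -0.86, -0.45 and -1.17. The 10 genes given for protein digestion and absorption had a median of 1.30 in RC7, with all of them above the other cells, and -1.08, -0.35 and -0.96 in RC0, RC9 and RC3. Several of the genes were higher outside the best matches, such as Col4a1 with 3418 CPM in the pericyte-like cluster RC13 against 895 CPM in RC7.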

The genes enriched in the P13K-Akt signal pathway are Col4a2, Col6a2, Creb3l1, AABR07068316.1, Igf2, Col4a1, Gf1, Col6a1, Fn1, Pten, Col1a1, Spp1, and genes enriched in Protein digestion and absorption are Col5a2, Col4a2, Col6a2, Col3a1, Mme, AABR07068316.1, Col5a1, Col4a1, Col6a1, Col1a1 (Supplementary Data 4). In addition, we found the main genes in the apoptotic pathway were Ctsk, Fos, Ctsb, and Jun.

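Ctsk, Fos, Ctsb and Jun were each above the other cells in RC7 at P1, with a median log2 ratio of 0.93. The medians in RC0, RC9 and RC3 were -0.36, -0.27 and -0.79. Ctsk had 438 CPM in RC7 and Ctsb 420.5 CPM, while Ctsb was highest in the macrophage-like cluster RC16, with 1905 CPM. Fos had 1448 CPM in RC7 and was highest in RC5, with 2928 CPM. Jun had 1311 CPM in RC7. At P7 the integrated best match IC2 had 368 CPM of Fos and 523 CPM of Jun, against 1479.6 and 1405 CPM at P1. These falls were not confined to IC2. Fos went from 3121 CPM at P1 to 554 CPM at P7 in the glia-like cluster IC1, the highest at either age. Jun went from 1424 to 497 CPM in the pericyte-like cluster IC13.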

### The Heterogeneity Analysis of These Four GER Cell Clusters

To analyze the heterogeneity of these four cell clusters, we performed a re-clustered analysis. 

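A second clustering of the 4 best matches alone was not analysed here, and levels are compared with all other cells of the P1 library. In IC7, Col9a1, Col2a1, Col9a2 and S100b had log2 ratios of 1.14, 1.91, 2.09 and 2.64. In IC2, Dcn, Sparcl1, Col3a1 and Mgp had 2.70, 1.55, 1.82 and 0.37. In IC3, Gsn, Sat1, Itga8 and Cavin2 had 1.94, 0.96, 2.46 and 2.85. In IC5, Apoe, Ccdc80 and Nr2f1 had 1.05, 2.97 and 1.88. Over all merged clusters at P1, Mgp was highest in RC13 with 10359 CPM, and Sat1 and Apoe in RC16 with 1411 and 10489 CPM. Cavin2 was highest in the endothelial-like cluster RC17, with 470.0 CPM.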

Analysis of the top ten genes with high expression showed that the top five genes expressed on cluster 0 were Col9a1, Col2a1, Crym, Col9a2, and S100b, respectively; the top five genes expressed on cluster 3 were Dcn, Sparcl1, Col3a1, Gpc3, and Mgp, respectively. The top five expressed genes on cluster 4 were Gsn, Clu, Sat1, Itga8, and Cavin2. The top five expressed genes on cluster 6 were Apoe, Ccn3, Postn, Ccdc80, and Nr2f1. Figure 8 shows the top five genes highly expressed in the above four cell clusters.

**FIGURE 8:**
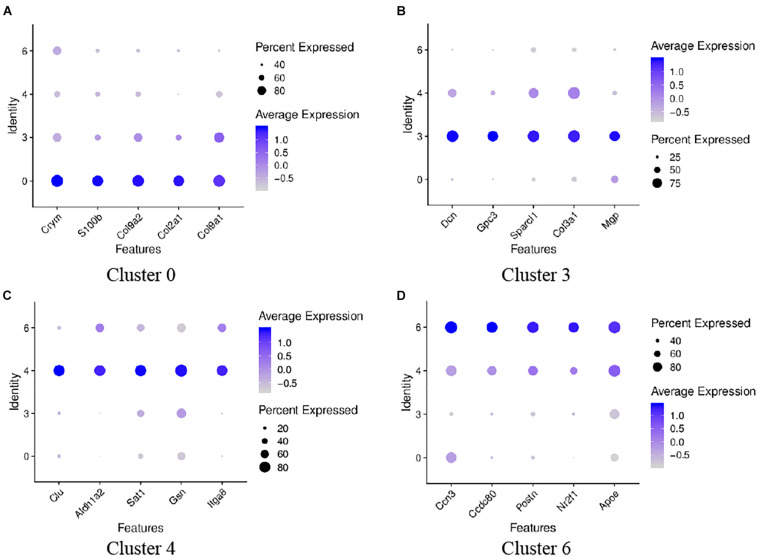
Dot plots representing expression levels of the four GER cells. A re-clustered analysis was performed to reveal the heterogeneity of differential genes expression. Expression levels of the top five genes on cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)** are shown. Each dot was sized to represent the proportion of cells of each type expressing the marker gene and colored to represent the mean expression of each marker gene across all cells, as shown in the key.

The select genes of these four cell clusters were analyzed to reveal the heterogeneity, and the results are shown in Figure 9. 

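For the integrated best matches of clusters 0, 3, 4 and 6 in that order, Col9a2 had 2047, 367, 153 and 114 CPM at P1, and S100b had 2843, 325, 147 and 126 CPM. Dcn had 54.0, 2337, 349.8 and 25.7 CPM, and Gsn had 117, 356, 618 and 154 CPM. Apoe had 696, 443, 1660.0 and 2934 CPM at P1 and 3769, 1414, 4086 and 5620.2 CPM at P7. In the merged clustering, S100b and Col9a2 were below the other cells in RC7 at P1, with log2 ratios of -1.27 and -0.81.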

In terms of gene expression, Col9a2 and S100b was more highly expressed on cluster 0 and 3; Dcn was more highly expressed on cluster 3; Gsn had similar high expression levels in cluster 3 and 4; Postn was highly expressed on cluster 4 and 6; Apoe had similar expression levels on this four clusters. These findings indicate that these four GER cell clusters are some heterogeneity.

**FIGURE 9:**
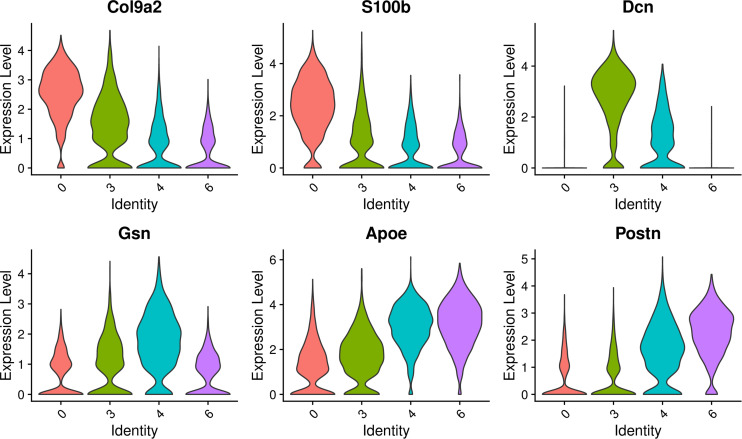
Expression of select genes of these four GER cell clusters. Violin plots showing normalized log-transformed expression values for the select genes for cluster 0, cluster 3, cluster 4, cluster 6.

The results of GO functional enrichment analysis showed that the genes in cluster 0 were mainly enriched in the extracellular space and extracellular region; the genes in cluster 3 and cluster 4 were mainly enriched in the extracellular exosome and extracellular space; the genes in cluster 6 are mainly enriched in the extracellular region and negative regulation of cell promotion. These results showed that they had similar GO functions, and the genes were mainly enriched in regulating the changes of cell spatial structure, among which cluster 3 and cluster 4 had higher homogeneity. Cluster 6 plays a major role in the negative regulation of cell proliferation (Figure 10).

**FIGURE 10:**
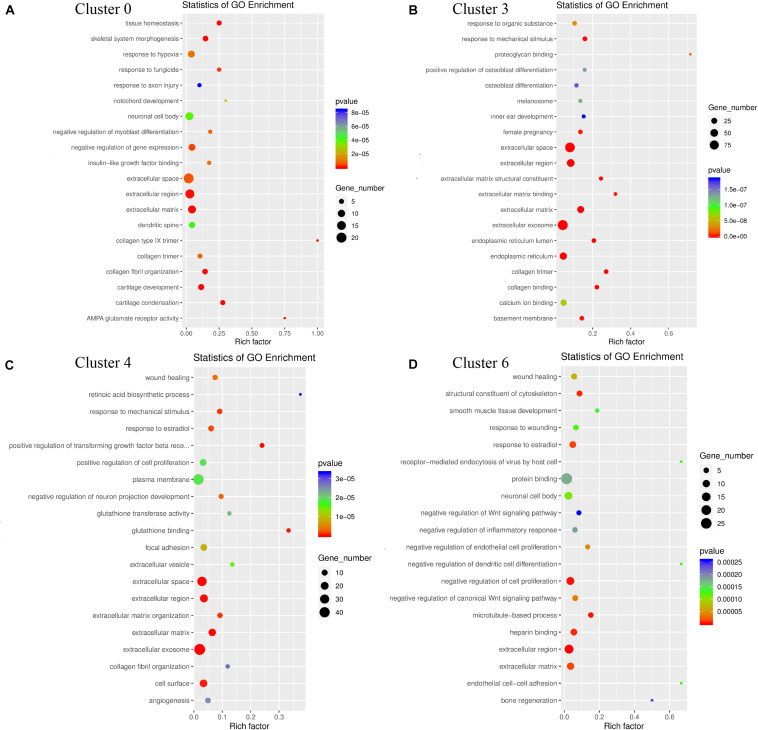
GO enrichment analysis of genes for the heterogeneity of cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)**. The triangle size indicates the significance and corresponding significance values displayed as log10 (*P*-value).

KEGG signaling pathway analysis showed that the genes in cluster 0 were mainly enriched in protein digestion and absorption and TGF beta signaling pathway, which regulated the digestion and absorption of cell debris after apoptosis; The genes in cluster 3 are mainly enriched in the PI3K-Akt signaling pathway and pathways in cancer, which regulates cell apoptosis; The genes in Cluster 4 are mainly enriched in fluid shear stress and atherosclerosis, and hepatocellular carcinoma, which also plays a role in regulating apoptosis. The genes in cluster 6 were mainly enriched in Wnt signaling pathway, and human papillomavirus infection (Figure 11). According to these results, the four-cell clusters are heterogeneous.

**FIGURE 11:**
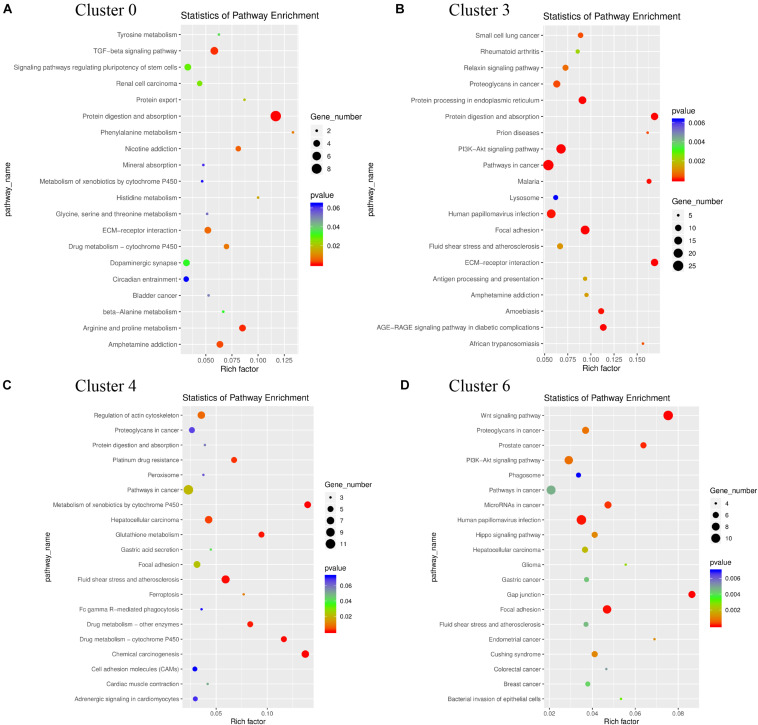
KEGG pathways functional enrichment analyses for the heterogeneity of cluster 0 **(A)**, cluster 3 **(B)**, cluster 4 **(C)**, cluster 6 **(D)** after re-clustered. The triangle size indicates the significance and corresponding significance values displayed as log10 (*P*-value).

### Fluorescence *in situ* Hybridization (FISH) of GER Cell Clusters

To validate the cell-type-specific genes of clusters 0, 3, 4, and 6, we used fluorescence *in situ* hybridization (FISH) to localize transcripts for these four GER cells types in cross-sections from P1 to P7 cochlea (Figure 12). 

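Over all cells kept, Otor (ENSRNOG00000028721) had 597895 UMIs at P1 and 621273 at P7, which is 6101 and 6675 CPM. The log2 ratio of P7 to P1 was 0.13 (0.12 to 0.13). Col6a1 (ENSRNOG00000001249) had 55.2 CPM at P1 and 25.3 CPM at P7, a log2 ratio of -1.12 (-1.19 to -1.05). Scara3 (ENSRNOG00000016177) had 70.2 and 51.7 CPM, a log2 ratio of -0.44 (-0.50 to -0.39). Ccn3 (ENSRNOG00000008697) had 1761 and 1319.7 CPM, a log2 ratio of -0.42 (-0.43 to -0.41).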

Four genes with the high expression on clusters 0, 3, 4, and 6 based on scRNA-seq results were selected for FISH: Otor, Col6a1, Scara3, and Ccn3. All four genes showed patterns of expression that were consistent with the single-cell results. 

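The hybridization images were not analysed here. In the single-cell counts, the direction for Otor changed with the weight of the cells, to a log2 ratio of -0.072 when every cell counted alike. Within the integrated best match of each gene's cluster, a comparison chosen after the values over all cells were seen, Otor had 21129 CPM at P1 and 25503 CPM at P7. Col6a1 fell there by 1.56 on the log2 scale. Scara3 and Ccn3 rose there, with log2 ratios of 0.45 (0.37 to 0.53) and 0.26 (0.24 to 0.27).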

Otor that was detected in all GER cell clusters, and was among the top five differentially expressed genes in cluster 0. 

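After each cell was thinned to 2000 UMIs, 98.8% of RC0 cells, 86.7% of RC7 cells and 95.9% of RC3 cells held an Otor UMI at P1. Of RC9 cells, 97.6% held one at P7. Before thinning, the shares at P1 were 99.5%, 95.5% and 98.4%, and at P7 99.7% for RC9. Cell types that should lack the gene also held it, with 35.6% of macrophage-like cells, 38.9% of endothelial-like cells and 34.3% of cells of the glia-like cluster RC5 at P1 after thinning. Before thinning these shares were 67.7%, 73.7% and 58.7%. Other clusters were not alike, with 81.3% of the glia-like RC20 cells and 19.0% of the neuron-like RC19 cells at P1 after thinning. Before it they had 94.9% and 83.4%. Median UMIs per cell were 6051.5 in RC0, 6843 in RC7, 7138.5 in RC3, 7219 in the macrophage-like, 9076 in the endothelial-like and 4092 in the RC5 cells. In CPM at P1, Otor had 1279.8 in the macrophage-like cluster, 625 in the endothelial-like cluster and 363 in RC5. Its level in the dividing cluster RC8 was 6435 CPM.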

From the FISH result, it can be seen that Otor was high and nearly restricted expressed to the whole GER cells at P1 (green color), and down-regulated expression in GER at P7 (Figures 12A,E). Col6a1 was significantly expressed in EGR region of the cochlea at P1, but almost disappeared at P7 (Figures 12B,F). Scara3 was centrally expressed in the lateral wall of the GER region of the cochlea during the P1 period but showed a significantly reduced scattered expression during the P7 period (Figures 12C,G). The location of Ccn3 expression in the GER region of the cochlea during P1 overlapped a lot with Otor, but the expression was also significantly reduced at P7 (Figures 12D,H).

**FIGURE 12:**
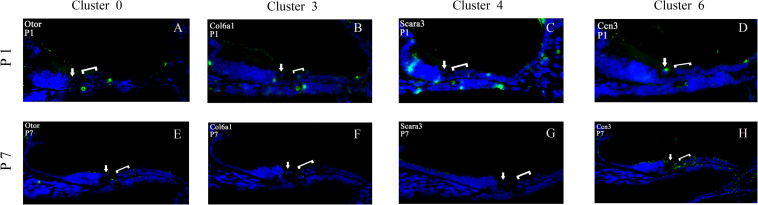
Validation of high expression gene of GER cell clusters at P1 and P7. Otor was high and nearly restricted expressed to the whole GER cells at P1 (green color), and down-regulated expression in GER at P7 **(A,E)**. Col6a1 was significantly expressed in EGR region of the cochlea at P1, but almost disappeared at P7 **(B,F)**. Scara3 was centrally expressed in the lateral wall of the GER region of the cochlea during the P1 period, but showed a significantly reduced scattered expression during the P7 period **(C,G)**. The location of Ccn3 expression in the GER region of the cochlea during P1 overlapped a lot with Otor, but the expression was also significantly reduced at P7 **(D,H)**. For all panels, the IHC is indicated with an arrow and the three OHCs are indicated by a bracket.

## Discussion

As a temporary structure in the development of the cochlea, the presence of GER indicates that the cochlea is still immature (Bryant et al., 2002; Inoshita et al., 2014; Peeters et al., 2015; Mazzarda et al., 2020). GER cells undergo cellular morphological changes after birth, such as plasma membrane separation, cell shrinkage, cell gap enlargement, and columnar cells replaced by cubic cells (Uziel, 1986). At the same time, the number of cells is greatly reduced and eventually changes to a mature inner sulcus region (Hinojosa, 1977; Woods et al., 2004; Sirko et al., 2019). The present single-cell RNA sequencing results confirmed that the GER cell population decreases over time, in accord with prior work (Hinojosa, 1977; Woods et al., 2004; Sirko et al., 2019). 

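The clusters led by the genes of clusters 0, 3, 4 and 6 (RC0, RC2, RC3, RC4, RC6, RC7, RC9, RC10, RC12 and RC21) together held 66.4% of P1 cells (65.5 to 67.2) and 57.9% of P7 cells (57.1 to 58.8). The log2 ratio of P7 to P1 was -0.20 (-0.24 to -0.15). This sum over all 4 lists was chosen after the values of the single lists were seen. After integration it was 66.6% and 57.8%. With cells of under 10% mitochondrial UMIs it rose, from 54.0% to 70.2%, with the unnamed cluster outside the sum. With the glia-like, neuron-like, endothelial-like, pericyte-like and macrophage-like clusters left out of the denominator, it was 85.9% at P1 and 85.7% at P7, with a log2 ratio of -0.0038 (-0.049 to 0.042). These are shares of the cells in each library and not numbers of cells per cochlea.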

The GER has an important role in the survival and maturation of auditory neurons, synaptic development, and refinement of auditory afferent and efferent innervation before the emergence of hearing (Chai et al., 2012; Johnson et al., 2017; Mammano and Bortolozzi, 2018; Ceriani et al., 2019). There is a high degree of morphological uniformity in a range of cell shapes in the GER region, but it is not clear whether different subtypes of cells play different regulatory roles during cochlea development (Dayaratne et al., 2014; Hayashi Y. et al., 2020). Kolla et al. (2020) classified GER cells into four different subtypes by single-cell sequencing analysis, and genes with different expression abundance on different cell subtypes. The authors named the cells as L.KO, lateral Kölliker’s organ cells and M.KO, medial Kölliker’s organ cells according to their expression patterns, and further divided the L.KO cells into KO1, KO2, and KO3 subtypes. Among them, KO1 cell cluster highly expresses Dcn and Rcn3; KO2 cell cluster highly expresses Cpxm2, Ctgf, Kazald1, and Tectb; KO3 cell cluster highly expresses, Gjb6, Net1, Tectb, and Tsen15; KO4 cell cluster highly expresses Calb1, Clu, Crabp1, Epyc, and Itm2a. Kubota et al. (2021) classified GER cells into S2, S3, and S4 cell subtypes based on specific gene expression. Among them, Gsn and Sparcl1 were significantly highly expressed on all three cell subtypes, Crabp1 was significantly highly expressed on the S2 cell subtype, and Scara3, Clu, and Gpc3 were highly expressed on the S2 and S3 cell subtype. From these results, three distinct GER cells groups that correlate with a specific spatial distribution of marker genes were identified, and disappeared during post-natal cochlear maturation.

In the present study, we compared cell cluster typing and numbers at P1 and P7. The results showed that the cells of clusters 0, 3, 4, 6, and 8 were significantly reduced over time. Clusters 0, 3, 4, and 6 showed high similarity in the expression patterns, GO functions, and signaling pathways. Besides, these four clusters were also closely related to each other on the tSNE plot, while cluster 8 had no spatial relationship with these clusters. Based on these results, we considered that clusters 0, 3, 4, and 6 were different subtypes of GER cells.

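The best matches were also compared with RC14, the epithelial-like cluster, by markers of epithelial and mesenchymal cells. Epcam had 1151 CPM in RC14 at P1 and 1891 CPM at P7. In the best matches with at least 50 cells of a library it had at most 10.4 CPM. After thinning to 2000 UMIs, 82.2% of RC14 cells held an Epcam UMI at P1, and 0.714% of RC0, 0.656% of RC7 and 0.777% of RC3 cells. The macrophage-like cluster, which should lack the gene, had 0.565%. Before thinning the shares were 88.9% in RC14, 2.84% in RC0 and 4.76% in the macrophage-like cluster, with a median of 7567.5 UMIs per cell in RC14, 6051.5 in RC0 and 7219 in the macrophage-like cluster. The 8 epithelial markers together had 1893 CPM in RC14 at P1 and between 8.17 and 12.7 CPM in the best matches. Markers of the greater epithelial ridge, 13 genes from the mouse cell types the discussion cites and known tectorial membrane genes, had a median log2 ratio to the other cells of 3.03 in RC14 at P1. In RC0, RC7 and RC3 it was -0.59, -0.55 and -0.93. Epyc, one of them, had 74.3% of its P1 UMIs in RC14, which held 2.19% of P1 cells. The list was uneven in this, from 0.384% for Kazald1 to 80.4% for Otoa, with 0.839% for Crabp1 and 2.36% for Rcn3. Not all of these genes thus marked RC14. Pou3f4, a mesenchymal marker, was found after thinning in 66.4% of RC0, 61.1% of RC7 and 66.7% of RC3 cells at P1, and in 3.95% of RC14 and 5.37% of endothelial-like cells. It was also found after thinning in 37.5% of pericyte-like and 7.91% of macrophage-like cells at P1, so it was not confined to the best matches. Before thinning the shares in RC7, RC3, RC14 and the endothelial-like cluster were 86.9%, 93.6%, 10.0% and 15.6%. In the pericyte-like and macrophage-like clusters they were 65.2% and 17.5%. Against the other cells, which include clusters led by the same lists, the 8 mesenchymal markers moved both ways, with medians of 0.27 in RC0, 0.49 in RC7 and -0.11 in RC3 at P1. Against the epithelial-like, endothelial-like and macrophage-like clusters alone the medians were 2.34, 2.44 and 1.84. Their intervals reached below 0 in RC0 and RC3. This second reference was chosen after results were seen. The paper reasons that clusters 0, 3, 4 and 6 are subtypes of GER cells. Its discussion rests this on their fall between P1 and P7, their alike expression, GO functions and pathways, and their closeness on the t-SNE plot. It also hybridized Otor, Col6a1, Scara3 and Ccn3 in cochlear sections and describes their P1 signal in the GER region. Those images were not analysed here.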

At the same time, we found that clusters 2, 7, 9, and 12 were highly similar to clusters 0 and 3 in terms of gene expression patterns, and the cell numbers of these four clusters showed an increase around P7, with a statistically significant difference in the cluster 7, 9, and 12. Vcan, Edn3 and Gpc3 had similar gene expression patterns in clusters 3, 7, and 9. Oto and Crym were closely linked in spatial locations between cluster12 and 0, and their spatial locations were close to each other. The research of Kubota et al. (2021) is consistent with this study. 

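The 18 genes the discussion names for GER cell types of the mouse were compared with the other P1 cells, with Ccn2 for Ctgf. Their median log2 ratio was -0.53 in RC0, -0.13 in RC7, -0.11 in RC9 and -0.88 in RC3, and 0.62 in RC14, where 11 genes were above the other cells. Clu, Scara3 and Gpc3 are among these genes and were also used to choose the best matches.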

Kubota et al. (2021) believe that the most lateral GER group has the highest similarity with neonatal inner border and inner phalangeal cells, and thought these inner border and inner phalangeal cells have a similar organ-forming potential. However, whether these cell populations can also be considered as different subtypes of GER cells or other types of cochlear support cells that disappear after full maturation of cochlear hearing development still requires further in-depth investigation.

Although, the number of cells in clusters 0, 3, 4, and 6 decreased significantly from P1 to P7, the detailed mechanism is unclear.

Yang and He (2016) found that the morphology of GER cells in the newborn rat cochlea gradually appeared to replace the short columnar epithelium with high columnar cells from the basilar turn to the apex as they developed, and the number of cells also gradually decreased. They hypothesized that GER cells apoptosis played an important role in the development of rat cochlea. In addition, GER cells exhibited programmed apoptosis from the basilar turn to the apex turn *in vivo* experiments, but showed proliferation *in vitro* experiments (He and Yang, 2015b). The authors suggested that the initiating factors of apoptosis might come from outside of the GER cells rather than from intrinsic cellular factors. It was also found (Hou et al., 2019, 2020) that the expression levels of caspase-3, caspase-8, caspase-9, and Bcl-2 gene mRNA and protein in the basilar membrane of rat cochlea at different times after birth were significantly time-dependent. Together, those studies suggest that some GER cells undergo apoptosis while other proliferate. However, proliferating cells are outnumbered by apoptotic cells, which eventually leads to the disappearance of GER cells. Autophagy is also thought to be involved in GER cells development and both autophagy and apoptosis show a strict time dependence, with peak activity occurring at P1 or earlier in autophagic, and apoptosis occurring at P7 or later (He and Yang, 2015b; Yang and He, 2016). Autophagy and apoptosis play different roles in different stages of cochlea development (Takahashi et al., 2001; Peeters et al., 2015; Liu et al., 2017; Hayashi K. et al., 2020). Disruption of autophagy or apoptosis of supporting cells during cochlea development will result in impaired development or hearing impairment (He et al., 2017; Mammano and Bortolozzi, 2018; Zhou et al., 2020). Therefore, the dynamic balance between autophagy and apoptosis regulates the normal differentiation and development of the cochlea, but the specific regulatory mechanism is not yet clear.

The results of this scRNA sequencing showed that GER clusters have many commonalities in Go function enrichment. In terms of biological processes, the enrichment is more consistent in Translation and Negative regulation of transcription from RNA polymerase II; in terms of cellular components, the gene enrichment is more consistent in Nucleus and Cytoplasm; in terms of molecular functions, the enrichment is mainly in Protein binding and Structural constituent of Ribosome. In terms of molecular mechanisms, transcription and translation are very active. Meanwhile, different GER cell clusters, such as clusters 3 and 4, have a large number of genes enriched in Negative regulation of transcription from RNA polymerase II, which play a negative dynamic regulatory role (Sun et al., 2015). These negatively regulated genes are mainly Nedd4, Rarb, Foxp2, Pawr, Dact1, Igf2, Egr1, H2afy2, Btg2, Calr, Foxc1, Mdfi, Rps14, Jun, Peg3, and Ets2.

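The 16 genes named for negative regulation of transcription, which the study chose from these libraries, had a median log2 ratio to the other P1 cells of 0.76 in RC7, with all of them above the other cells. In RC9, the best match of cluster 4, the median was -0.081, and in RC0 and RC3 it was -0.12 and -0.37. In the integrated best matches of clusters 3 and 4 it was 0.75 and -0.20. Nedd4 was at 50% or more of its highest level in 14 of the P1 clusters compared, and Rps14 in 15. Foxp2 was highest in RC6, with 225 CPM at P1, and Ets2 in the endothelial-like cluster, with 249 CPM.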

At present, several genes and signaling pathways have been confirmed to play important roles in the development of the inner ear, such as the Sox2 (Yang et al., 2019), Pax2 (Patel et al., 2018), Atoh1 (Zhong et al., 2019), FGF (Yang et al., 2018) Notch (Daudet and Żak, 2020, FoxG1 (Ding et al., 2020), Shh (Bok et al., 2007), mTOR (Fu et al., 2018), and Wnt (Waqas et al., 2016) pathways. The results based on the KEGG signaling pathway showed a high degree of consistency in gene enrichment in these four GER cell clusters. Clusters 0, 4, and 6 were significantly enriched in the Ribosome signaling pathway (see Figures 7A,C,D); cluster 3 was enriched in PI3K-Akt and Protein digestion and absorption signaling pathway in addition to the Ribosome signaling pathway (see Figure 7B), which is consistent with the Go function results. The ribosome signaling pathway is an important signaling pathway regulating development, and ribosome biosynthesis is one of the most multifaceted and energetically demanding processes in the whole of biology, involving protein assembly and maturation factors, and requiring the coordinated involvement of multiple cellular functions (Pelletier et al., 2018). Mitosis is a key process of organ development and maturation, and vigorous mitosis suggests cells are dividing and proliferating, yet the overall number of GER cells decrease during postnatal development, presumably mainly related to the negative regulatory signaling pathway of cluster 3. The PI3K-Akt signaling pathway is an important signaling pathway that regulates cell proliferation, differentiation, apoptosis, and migration (Ediriweera et al., 2019; Jia et al., 2019). It has also been shown to regulate hair cell regeneration in cochlea developmental regeneration studies (Mullen et al., 2012; Xia et al., 2019).

Cluster 3 has a large number of genes enriched in the PI3K-Akt signaling pathway, including Col4a2, Col6a2, Creb3l1, AABR07068316.1, Igf2, Col4a1, gf1, Col6a1, Fn1, Pten, Col1a1, Spp1, which might regulate the proliferation and apoptosis of GER cells, and through Col5a2, Col4a2, Col6a2, Col3a1, Mme, AABR07068316.1, Col5a1, Col4a1, Col6a1, Col1a1 on the Protein digestion and absorption signaling pathway regulate these apoptotic proteins and autophagy of cellular debris, thereby directing the orderly degeneration of GER cells or possible trans-differentiation of hair cells or supporting cells. In this study, we also found that the genes enriched in the apoptotic pathway are mainly Ctsk, Fos, Ctsb, and Jun. The mechanism of these genes in regulating the degeneration of GER cells and promoting auditory development has not been reported, and the role of this signaling pathway and related genes still needs to be investigated in depth.

## Limitation of Study

The present study has the following shortcomings: (1) We did not perform localization studies of the characteristic genes expressed in these four GER subtypes; (2) Previous morphological studies showed that GER cells in rodents degenerate and disappear in 12–14 days after birth, by which time auditory function emerges. In the present study, we only studied GER cells subtypes up to P7, and found a significant decrease in the number of GER cells, but not a complete degeneration; (3) We also found that clusters 2, 7, 9, and 12 have an increased number of cells and their gene expression patterns are common to the above four subtypes of GER cells. Whether these cells are trans-differentiated hair cells, supporting cell precursor cells, or other subtypes of GER cells, and the fate transition of these cells still needs more in-depth study and exploration; (4) Although we identified several gene candidates, we did not perform mechanistic studies to determine the relationship of these genes and related signaling pathway with proliferation, apoptosis, and autophagy of GER cells.

## Data Availability Statement

The original raw data had been upload on the GEO database. The GEO accession number is GSE170810, and view at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE170810.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of Shanghai Jiao Tong University School of Medicine.

## Author Contributions

JY, FM, and GZ: study design. JiC, DG, JuC, SH, BH, and LS: acquisition of data. YL, SL, FZ, and XS: analysis and interpretation of data. JiC and DG: drafting the manuscript. JY and GZ: study supervision. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

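The cochlear duct cells of Sprague-Dawley rats were measured in 2 droplet libraries, 1 at P1 and 1 at P7, each pooled from 40 rats by the Methods. The authors aligned the reads to the rat genome rn6 and counted UMIs with Cell Ranger, which also called the barcodes that hold cells, and the deposited values are these counts per gene and barcode, without normalization. No step against doublets or free RNA is stated. Before any limit the depth was 114285848 UMIs at P1 and 101264868 at P7, with medians of 6486.5 and 6514 per barcode. At this depth counting intervals are narrow for abundant genes, whereas clusters with few cells of a library, such as RC9 at P1 with 19 cells, give wide ones.

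Cells with more than 500 and fewer than 5000 genes, at least 500 UMIs and under 25% mitochondrial UMIs were kept, the limits of the Methods. They were clustered with Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, after log normalization to 10000 counts per cell, on 10 principal components, a shared nearest neighbour graph of 20 neighbours and Louvain clustering at a resolution of 0.8, Seurat's default. The Methods treat all cells together without naming a way to join the libraries. The results text calls the data aggregated, and the legend of Figure 2 names canonical correlation analysis. The merged form was taken for the values reported and the integrated form as an alternative. Of 2000 variable genes, those named by the study or listed as markers were left out, from a list of 300 genes. Doublets were called with Scrublet in scanpy 1.11.5, at its automatic threshold, and removed in an alternative only. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

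A study cluster was matched to the cluster with the highest mean z-score of the genes the text gives for it. A cluster was called led by a list, and named for it with the ending -like, where at least 3 of its genes were found in at least 10% of the cells and the mean log2 ratio to the other cells was the highest of the lists and at least 1. This rule was settled after the clusters had been seen, since a rule on z-scores put RC20, led by glial genes, with the clusters led by Otor and Crym. The lists that could lead were those of the 4 study clusters and of glia, neurons, endothelial cells, pericytes, macrophages, epithelial cells, hair cells and dividing cells, and the other marker lists were compared only. The denominator without other classes was planned to leave out erythroid clusters as well, but haemoglobin was spread over several clusters and none was taken as erythroid. Some of the markers listed, such as Foxd3, Pecam1 and Dct, are not among the symbols of the files. All lists for the 4 clusters came from the study's text on these libraries, and so did the genes for the PI3K-Akt pathway, protein digestion, apoptosis and negative regulation and those under Ribosome in Supplementary Data 3 to 6.

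Levels are UMIs of a gene scaled to a common total (CPM) within a library, with a pseudocount of 5 CPM in log2 ratios between clusters and in the ranking of genes by their change between the ages. Other log2 ratios of P7 to P1 are ratios of counts scaled to their totals, without a pseudocount, so the kinds are not on 1 scale. With 1 library per age no test between ages was run, cells were not taken as replicates, and intervals at the 95% level are exact and cover counting error only. A count of 0 was given an upper limit of 3 counts. Lists were limited to genes of at least 10 CPM, summarised by the median log2 ratio within a library and ranked, as a description, among 10000 random lists drawn for each gene from the 100 genes nearest in expression. For detection, cells were thinned to 2000 UMIs. The steps were tested on simulated data. For a cluster of the size of RC0 at P1, 99.5% of 200 genes given a log2 ratio of 1 were found and 97% of lists of unchanged genes ranked between percentiles 2.5 and 97.5. This was not run for best matches of few cells, such as RC9 with 19 P1 cells and RC7 with 30 P7 cells, so these values say nothing about lists there. The simulated counts were drawn for each gene on its own, so they do not show how a list of genes that vary together would rank.

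The genes named were chosen by a rule set before the data were examined. They are every gene in the paper's results text, the Ribosome, PI3K-Akt and Apoptosis genes of the supplement as lists, the top 10 genes of each cluster, and the 5 genes with the largest change between the ages in each direction, over all cells and within the best matches, among genes with at least 200 UMIs in the higher library. Not every gene that meets this rule is reported here. Genes outside this rule are named as chosen after their values were seen, or come from a marker list. Alternatives were integration, other resolutions, more principal components, all variable genes, doublets removed, other limits on cells, other denominators, the P7 library or both libraries for lists, a higher minimum for list genes, and other cells or scalings for levels. The pathway and ontology enrichment with its p-values, the second clustering of the 4 clusters, and the hybridization images were not analysed here. Clusters 2 and 8 were not matched, because the text gives no genes found in them alone.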

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

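Of the tests in this part, those on free Pmch RNA, on lower expression of the Y-linked genes in every cell, and on the levels of the epithelial and mesenchymal markers together were chosen only after the results were seen, and the patterns themselves were picked after their values were seen. In each paragraph a difference between P1 and P7 rests on 1 library of either age, so age stays among the open explanations, untested.

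Eif2s3y, a Y-linked gene that the paper does not discuss, had 67.7 CPM at P1 and 8.94 CPM at P7 over all cells kept, a log2 ratio of -2.92. Kdm5d, another Y-linked gene, singled out after its values were seen, had 1269 UMIs at P1 and 112 at P7. The X-linked copies moved less, with log2 ratios of 0.14 for Eif2s3 and -0.39 for Kdm5c. Eif2s3y was lower at P7 in each of the 11 classes of integrated clusters, with log2 ratios from -5.86 to -1.55. Over the merged clusters it lay between 46.8 and 99.4 CPM at P1 and between 0 and 50.7 CPM at P7. Lower expression in every cell alike is argued against, since the log2 ratio was -4.64 in the glia-like clusters and -1.56 in the clusters led by Otor and Crym. After thinning to 1 depth, 14.3% (4.03 to 32.7) of the P7 cells with a Kdm5d UMI held an Eif2s3y UMI, against 22.7% at P1. A fall alike in every cell would have given 2.58%. From the clusters of these P7 cells, 0.955 with both genes were expected, against 4 found (1.09 to 10.2). At P1, 36.8 were expected and 70 found (54.6 to 88.4). More than expected were thus found at both ages, so this comparison does not decide between the explanations. A smaller share of cells from males in the P7 library may contribute. It cannot be told apart from a change of expression that differs between cell types, because the P7 value rests on 4 of 28 cells and the fall is uneven, so that the share of males would have to differ between cell types. The paper gives the sex of the animals as male and/or female.

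Pmch, which the paper does not discuss, had 2217 CPM in the epithelial-like cluster RC14 at P7 (18.5 UMIs per cell), and 0 UMIs there at P1, where the interval allows 0.0132 UMIs per cell at most. It also had 521 CPM in RC10 at P7. At that age 10.8% of RC14 cells and 27.7% of RC10 cells held a Pmch UMI, against 0.752% to 6.47% in the other clusters with at least 50 P7 cells (3.93% of macrophage-like cells). Free RNA taken up by all droplets is argued against as the source of most of its UMIs, since 12 P7 cells held 50% of its 7814 UMIs and 1 cell held 1263. At P1, 152 cells held 516 UMIs. Gcg, which the paper names for a cluster, was less uneven, with 50% of its 24727 P7 UMIs in 72 cells. Free RNA was not ruled out for the few UMIs in the other clusters. Whether the cells with many Pmch UMIs made the transcript themselves was not tested.

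Tecta, a tectorial membrane gene that the paper does not name, was picked from the list for the greater epithelial ridge after its values were seen. The epithelial-like cluster RC14 held 68.0% of its UMIs at P1 and 59.8% at P7, with 280 and 213 cells. In the best matches of clusters 0, 3, 4 and 6 with at least 50 cells of a library, the 8 epithelial markers together had at most 62.4 CPM, in RC0 at P7, against 1893 CPM at P1 and 2684 CPM at P7 in RC14. This argues against epithelial cells like those of RC14 in these clusters. Low depth of these cells is argued against, since after thinning 0.714% of RC0 cells at P1 held an Epcam UMI, against 82.2% of RC14 cells and 0.565% of macrophage-like cells. That they hold mesenchymal cells may be the reason. Against the epithelial-like, endothelial-like and macrophage-like clusters of the same library, the mesenchymal markers had medians of the log2 ratio from 1.33, in RC0 at P7, to 2.44, in RC7 at P1. This cannot be told apart with these lists, because over 8 genes the interval of the median reaches below 0 in each best match but RC7. No biological explanation was tested.

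The hair-cell-like cluster RC24, of a class of cells whose share the paper does not report, held 22 cells at P1 and 0 at P7, where the interval allows 0.0238% of the cells at most. The limits on mitochondrial share and genes per cell are argued against, since before them 2 P7 barcodes held at least 4 of the 8 hair cell markers, and 34 P1 barcodes did. A difference in the tissue taken at dissection was not tested.

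The neuron-like cluster RC19, of a class of cells whose share the paper does not report, held 289 cells at P1 and 0 at P7, while the other neuron-like cluster, RC18, held 160 and 133. The same limits are argued against as the whole cause, since before them 0.607% of P7 barcodes and 4.43% of P1 barcodes held at least 5 of the 7 neuron markers. They removed 250 of these barcodes at P1, of which 200 had too many genes, and 13 at P7. After integration 1 neuron-like cluster remained, with 3.22% of P1 cells and 2.01% of P7 cells.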

How the results depend on the processing

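The levels of the hybridized genes within the integrated best matches, the lists in the integrated clusters within the P7 library and the sum over all 4 lists were chosen only after results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each age is 1 pooled library. A log2 ratio or a median counts as kept when it stays inside the 95% interval of the value reported, which covers counting error or, for a list, its genes. A number of clusters or cells, or the ratio of median genes, counts as kept within 1.5 times the value reported. Of 194 values under alternatives, 104 were kept, 68 moved in the same direction and 22 changed direction. The cause was not tested for any of them.

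The number of clusters went from 18 to 30 and the cells passing the quality control from 19589 to 26083. The ratio of P7 to P1 median genes per cell stayed above 1 after thinning, at 1.06. For the glia-like, neuron-like and epithelial-like clusters 15 of 24 values were kept and 9 moved, each in the same direction. The PI3K-Akt median stayed above 0 in its 11 alternatives, and in those set before the data were examined it went from 0.96 to 1.45.

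For shares, the log2 ratio of P7 to P1 moved as follows. With the libraries integrated, the log2 ratio was -0.62 for the best match of cluster 0, -0.32 for the clusters led by Otor and Crym, 0.35 for the clusters led by Vcan, Edn3 and Gpc3, -0.77 for the clusters led by Scara3 and Aldh1a2 and -1.12 for the best match of cluster 6, and the direction changed to 0.64 for the best match of cluster 3, -0.77 for the best match of cluster 4 and -1.12 for the clusters led by Ccn3 and Postn. At a resolution of 0.4, the log2 ratio was -4.13 for the best match of cluster 0, -1.61 for the clusters led by Otor and Crym and 0.79 for the clusters led by Vcan, Edn3 and Gpc3, and the direction changed to 8.54 for the best match of cluster 3. At a resolution of 1.2, the log2 ratio was -3.48 for the best match of cluster 0, -0.83 for the clusters led by Otor and Crym, 0.72 for the clusters led by Vcan, Edn3 and Gpc3 and -0.20 for the clusters led by Scara3 and Aldh1a2, and the direction changed to -2.91 for the clusters led by Ccn3 and Postn. With 30 principal components, the log2 ratio was -5.28 for the best match of cluster 0, -1.18 for the clusters led by Otor and Crym, 0.86 for the clusters led by Vcan, Edn3 and Gpc3, 7.04 for the best match of cluster 4 and -6.81 for the best match of cluster 6, and the direction changed to 0.49 for the clusters led by Scara3 and Aldh1a2 and -6.81 for the clusters led by Ccn3 and Postn. With all variable genes, the log2 ratio was -5.75 for the best match of cluster 0, -0.072 for the clusters led by Otor and Crym, 0.080 for the clusters led by Vcan, Edn3 and Gpc3 and -6.39 for the best match of cluster 6. Without doublets, the log2 ratio was -0.65 for the clusters led by Otor and Crym and -5.05 for the best match of cluster 6. With cells of under 10% mitochondrial UMIs, the log2 ratio was -3.75 for the best match of cluster 0, 0.88 for the clusters led by Vcan, Edn3 and Gpc3 and -0.010 for the clusters led by Scara3 and Aldh1a2, and the direction changed to 0.82 for the clusters led by Otor and Crym, -2.97 for the clusters led by Ccn3 and Postn and 0.38 for the clusters of all 4 lists. With at least 1000 genes per cell, the log2 ratio was -5.68 for the best match of cluster 0, -0.90 for the clusters led by Otor and Crym, 0.65 for the clusters led by Vcan, Edn3 and Gpc3 and -5.98 for the best match of cluster 6. Without the glia-like, neuron-like, endothelial-like, pericyte-like and macrophage-like clusters in the denominator, the log2 ratio was -0.56 for the clusters led by Otor and Crym, 0.75 for the clusters led by Vcan, Edn3 and Gpc3, -0.86 for the clusters led by Scara3 and Aldh1a2 and -0.0038 for the clusters of all 4 lists. The best match of cluster 3 with 30 principal components held 0 P7 cells, so its ratio is a bound. Over all of their alternatives the best match of cluster 0 fell, with log2 ratios from -5.75 to -0.62, and so did that of cluster 6, from -6.81 to -1.12, while the clusters led by Vcan, Edn3 and Gpc3 rose, with log2 ratios from 0.080 to 0.88.

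For the median log2 ratio of ribosomal protein genes to the other cells, by best match, values moved as follows. With the libraries integrated, the median was 0.0084 for cluster 3 and 0.24 for cluster 4, and fell below 0 to -0.061 for cluster 0. At a resolution of 1.2, the median fell below 0 to -0.0084 for cluster 0. With 30 principal components, the median was 0.032 for cluster 0, and fell below 0 to -0.31 for cluster 3. With 30 principal components, the PI3K-Akt median in the best match of cluster 3 was 1.45. With all variable genes, the median fell below 0 to -0.032 for cluster 3 and -0.032 for cluster 4. Without doublets, the median was 0.073 for cluster 4. With cells of under 10% mitochondrial UMIs, the median was 0.23 for cluster 6, and fell below 0 to -0.0017 for cluster 0, -0.061 for cluster 3 and -0.031 for cluster 4. Within the P7 library, the median was 0.45 for cluster 0, 0.068 for cluster 3, 0.30 for cluster 4 and 0.35 for cluster 6. With the cells of both libraries pooled, the median was 0.38 for cluster 0, 0.24 for cluster 3 and 0.47 for cluster 6. With the libraries integrated and within the P7 library, the median was 0.056 for cluster 0 and 0.25 for cluster 4, and fell below 0 to -0.17 for cluster 3. No value was given for cluster 3 at a resolution of 0.4 or for cluster 4 with 30 principal components, where the best match held 5 and 4 P1 cells. The median of the best match of cluster 6 stayed above 0 in all of its alternatives. The best match of cluster 4 held 19 P1 cells, a depth that limits its median.

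For levels of the 4 hybridized genes, values moved as follows. Over all barcodes deposited, the log2 ratio was 0.16 for Otor, -1.04 for Col6a1 and -0.43 for Ccn3. Over the cells of the 4 lists, the log2 ratio was 0.25 for Otor, -0.38 for Scara3 and -0.30 for Ccn3. Without mitochondrial and haemoglobin UMIs, the log2 ratio was 0.15 for Otor and -0.39 for Ccn3. With every cell weighted alike, the direction changed to -0.072 for Otor. Within the integrated best match of each gene's cluster, the log2 ratio was 0.27 for Otor and -1.56 for Col6a1, and the direction changed to 0.45 for Scara3 and 0.26 for Ccn3. Col6a1 fell in each of these comparisons, and Scara3 and Ccn3 fell in those over all types of cells or over the cells of the 4 lists.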

Differences from the paper's values

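Values come from counts clustered anew, without the study's labels per cell, so clusters are matched by genes and a difference can come from the rebuilt clusters. Shares are of the cells kept in a library, and 8 alternatives set before the data were examined were run for each: integration by canonical correlation analysis, a resolution of 0.4 or of 1.2, 30 principal components, all variable genes, doublets removed, under 10% mitochondrial UMIs and at least 1000 genes per cell. An alternative is said to close the gap where its value is within 1.5 times the paper's.

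The best match of cluster 0 held 0.970% of P7 cells against the paper's 3.79%, and only integration closed the gap, with 3.59%. The best match of cluster 3 held 0.238% of P7 cells against the paper's 4.33%, and none of the 8 alternatives closed the gap. For cluster 4 it was 0.149% of P1 cells against the paper's 9.58%, and only integration closed the gap, with 10.1%. For cluster 6 it was 17.4% of P1 cells against the paper's 11.16%. Integration (9.60%), a resolution of 1.2 (8.56%), 30 principal components (12.5%) and under 10% mitochondrial UMIs (10.4%) closed it, and the other 4 alternatives did not. At P7 it was 0.389% against the paper's 1.83%, which none of the 8 closed.

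The clusters led by Vcan, Edn3, Gpc3 and Col6a1 held 22.4% of P1 cells, against the paper's 13.75% as the sum of its clusters 3, 7 and 9. A resolution of 1.2 (19.9%) and 30 principal components (20.0%) closed the gap, and the other 6 alternatives did not. The clusters led by Scara3, Aldh1a2, Clu and Calb2 held 17.5% of P1 cells against the paper's 9.58% for cluster 4. Integration (10.1%), a resolution of 1.2 (9.47%) and under 10% mitochondrial UMIs (11.0%) closed it, and the other 5 did not. RC3, whose top 10 genes hold genes the study gives for cluster 4 and for cluster 6, is counted with this list and not with the next. The cluster led by Ccn3, Irx3, Scg3 and Postn held 0.642% of P1 cells against the paper's 11.16% for cluster 6. Here integration (9.60%), a resolution of 1.2 (9.19%), 30 principal components (12.5%) and under 10% mitochondrial UMIs (11.1%) closed it, and the other 4 did not. At P7 it held 1.04% against the paper's 1.83%, closed at a resolution of 1.2 (1.22%) and with under 10% mitochondrial UMIs (1.42%), and by none of the other 6.

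Some alternatives opened a gap where the merged value had none. For the best match of cluster 0 at P1 (merged 25.6%, the paper's 21.11%) these were integration (5.52%), a resolution of 1.2 (7.65%), 30 principal components (9.59%) and under 10% mitochondrial UMIs (10.7%). For that of cluster 3 at P1 (merged 9.64%, the paper's 13.18%) they were integration (8.05%), a resolution of 0.4 (0.0391%), 30 principal components (1.28%), all variable genes (6.99%) and under 10% mitochondrial UMIs (7.10%). For that of cluster 4 at P7 (8.04% and the paper's 7.88%) it was 30 principal components (4.12%). For the clusters led by Otor and Crym it was under 10% mitochondrial UMIs at P1 (10.9% against the paper's 31.39%), and at P7 a resolution of 0.4 (8.16% against the paper's 22.52%), 30 principal components (12.1%) and at least 1000 genes per cell (13.3%). For those led by Vcan, Edn3 and Gpc3 at P7 (the paper's 25.71%) they were a resolution of 0.4 (40.6%) and under 10% mitochondrial UMIs (38.7%).

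The paper states that its cluster 4 fell from P1 to P7, whereas its merged best match rose, with a log2 ratio of 5.76, and the integrated match fell (-0.77). It states a fall of cluster 3, and the merged best match fell (-5.34), as it did in 8 of 10 settings, itself included, whereas the integrated match rose (0.64), as did the match at a resolution of 0.4 (8.54). RC4, a close second to that merged best match, also rose (9.24). The paper states a fall of cluster 2 in its results and a rise of it in its discussion, and Supplementary Data 2 gives the paper's 9.48% at P1 and 12.44% at P7. The number of clusters is the paper's 26 in its text and 27 in Supplementary Data 2. For Otor the paper describes less signal in the GER at P7 by hybridization. Its level over all cells was higher at P7 (log2 ratio 0.13), and only the mean with every cell weighted alike fell (-0.072). Signal in a region of tissue sections and a level over all types of cells in a library are unlike measures, so this need not be a disagreement. For Scara3 and Ccn3 the paper describes less signal at P7, and both fell over all cells, whereas they rose within the integrated best matches (log2 ratios 0.45 and 0.26), a comparison chosen after the values over all cells were seen. The paper gives Otor and Ccn3 as alike over clusters 0, 3, 4 and 6, whereas in their integrated matches at P1 Otor had 21129, 3103, 8591 and 6742 CPM and Ccn3 938, 216, 2246 and 8347. It gives Apoe as alike over the same clusters, whereas at P1 Apoe had 696, 443, 1660.0 and 2934 CPM. The P7 levels of Apoe, given with the results, lay closer in ratio. The paper's violin plots of these genes show log-transformed values, on which such gaps are smaller.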

Other observations

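The test of the limits on cells and that of the ribosomal medians within each library in both clusterings were chosen only after results were seen, and which centring of the nearest-cluster assignment decides was settled after the values had been seen.

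The shares of RC0, RC7 and RC3, the merged best matches of clusters 0, 3 and 6, were lower at P7, and that of RC9 was higher. A rise of glia that lowers every other share alike is argued against for single families, since without the glia-like, neuron-like, endothelial-like, pericyte-like and macrophage-like clusters in the denominator the log2 ratio was -0.56 for RC0, RC10 and RC12 and 0.75 for RC2, RC4, RC6 and RC7. For the 4 lists together, with that denominator, it was -0.0038 (-0.049 to 0.042), so a rise of the other classes stays open for their sum. Doublets that Scrublet called are argued against as the whole cause. Without them the log2 ratio was -4.54 for the best match of cluster 0 and -4.90 for that of cluster 3, inside the intervals with doublets kept. For cluster 6 it was -5.05, still a fall but outside its interval (-5.92 to -5.07). Scrublet called 5.10% of P1 and 6.44% of P7 cells, against 11.3% and 11.6% expected from the numbers of barcodes, so uncalled doublets may remain. The limits on mitochondrial share and genes per cell removed 1920 P7 barcodes. With all of these and no removed P1 barcode counted into the best match, the log2 ratio over all barcodes was -0.72 (-0.80 to -0.64) for cluster 0 and -0.22 (-0.30 to -0.13) for cluster 6, which argues against the limits as the whole cause there. For cluster 3 it was 0.62, so there the limits cannot be told apart, because the clusters of the removed barcodes are not known. An age-dependent shift in expression that puts P7 cells of the same families into other clusters may contribute. P7 cells were assigned to the nearest cluster formed from P1 cells, over 6662 genes, a rule that put 87.9% of P1 cells held out back into their own cluster. With each library centred on its own means, the log2 ratio of P7 to P1 cells was -0.17 for RC0, 0.21 for RC6 and RC7, and -1.06 for RC3. Centred on the P1 means, these were -0.54, 0.39 and -1.31. The shift cannot be told apart from a property of a library, because age and library coincide. A change in the number of cells with age stays open as well, untested.

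Ribosomal protein genes were above the other cells in the 4 merged best matches, by medians within the P1 library of 0.16 in RC0, 0.038 in RC7, 0.024 in RC9 and 0.30 in RC3. A difference in ribosomal protein level between the libraries cannot act on medians within 1 library, so it was tested for those with the libraries pooled, which were 0.38 in RC0, 0.24 in RC7, 0.029 in RC9 and 0.47 in RC3, and 0.29 in IC3, the integrated match of cluster 4. For clusters 4 and 6 it is argued against as the whole cause, since within either library the integrated matches were above the other cells, by 0.24 and 0.27 at P1 and 0.25 and 0.28 at P7. For clusters 0 and 3 it cannot be told apart, because the medians within a library go both ways, down to -0.061 in IC7 at P1 and -0.17 in IC2 at P7, and because RC0 and RC7 hold 122 and 30 P7 cells only. The medians within the P1 library also depend on the clustering, with -0.31 for cluster 3 with 30 principal components and -0.032 for cluster 4 with all variable genes.

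Otor UMIs were found in clusters of other cell types. Free RNA taken up by all droplets may contribute. Except for most of the UMIs in RC20 and RC15, given below, it cannot be told apart from Otor-holding cells of another type mixed into those clusters. The macrophage-like cluster had 10.3 Otor UMIs per cell at P1 and the glia-like cluster RC5 1.80, whereas the shares of their cells with an Otor UMI at 1 depth were alike. Those of other clusters were not, with 81.3% in the glia-like cluster RC20 at P1 and 19.0% in the neuron-like cluster RC19. RC20 had 52.5 Otor UMIs per cell. The glia-like cluster RC15 had 80.3 at P7, with 91.6% of its cells after thinning. The level was thus uneven between the glia-like clusters, with 1.80 in RC5 at P1 and 1.85 in RC1 at P7. Median UMIs per cell were 10265 in RC20 and 4092 in RC5 at P1, and 11783 in RC15 and 4539 in RC1 at P7. Uptake alike by all droplets is argued against as the source of most Otor UMIs in RC20 and RC15.

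The other lists of markers were compared with the other cells of the P1 library. Fibrocyte markers, which include Otor, had a median log2 ratio of 2.04 in RC0 and -1.27 in RC7. Cochlear supporting cell markers had 0.63 in RC14 and between -0.14 and 0.10 in the 4 merged best matches. Erythroid markers had 4.42 in the endothelial-like cluster and 0.33 in RC0. Neutrophil markers had 3.87 in the macrophage-like cluster. Melanocyte markers had 2.49 and strial marginal cell markers 0.96 in RC14. Cartilage and bone markers had 0.0046 in RC7, with 3 of 6 genes above the other cells. Among the clusters led by the other lists, the endothelial-like cluster held 1.31% of P1 cells and 1.49% of P7 cells, the macrophage-like 1.48% and 1.41%, and the pericyte-like 2.25% and 2.04%. RC8 and RC11, led by markers of dividing cells, held 5.94% and 2.21% of P1 cells and 3.08% and 4.67% of P7 cells. RC23, whose top 10 genes hold 4 pericyte markers and 2 of dividing cells, stays unnamed, with 0.352% of P1 cells and 0.231% of P7 cells.

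Over all cells kept, the genes with the largest fall from P1 to P7, by log2 ratios with the pseudocount, were Stmn2, with -4.31, Snhg11, RatNP-3b, Stmn3 and S100a9. RatNP-3b had 6836 UMIs at P1 and 1 at P7. Among the genes with the largest rise were Gcg (4.21), Car3, Pmch and Otos. Within IC7, Gria2 had the largest fall (-5.37) and Car3 the largest rise (5.47). Within IC2 these were Col1a1 (-3.23) and Dmp1 (3.25). Hist1h1e had the largest fall in both IC3 (-2.33) and IC5 (-2.61), and haemoglobin genes were among the largest rises there.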
